# Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq

**DOI:** 10.1371/journal.pgen.1000163

**Published:** 2008-08-22

**Authors:** Alexandra Sittka, Sacha Lucchini, Kai Papenfort, Cynthia M. Sharma, Katarzyna Rolle, Tim T. Binnewies, Jay C. D. Hinton, Jörg Vogel

## Abstract

Recent advances in high-throughput pyrosequencing (HTPS) technology now allow a thorough analysis of RNA bound to cellular proteins, and, therefore, of post-transcriptional regulons. We used HTPS to discover the *Salmonella* RNAs that are targeted by the common bacterial Sm-like protein, Hfq. Initial transcriptomic analysis revealed that Hfq controls the expression of almost a fifth of all *Salmonella* genes, including several horizontally acquired pathogenicity islands (SPI-1, -2, -4, -5), two sigma factor regulons, and the flagellar gene cascade. Subsequent HTPS analysis of 350,000 cDNAs, derived from RNA co-immunoprecipitation (coIP) with epitope-tagged Hfq or control coIP, identified 727 mRNAs that are Hfq-bound *in vivo*. The cDNA analysis discovered new, small noncoding RNAs (sRNAs) and more than doubled the number of sRNAs known to be expressed in *Salmonella* to 64; about half of these are associated with Hfq. Our analysis explained aspects of the pleiotropic effects of Hfq loss-of-function. Specifically, we found that the mRNAs of *hilD* (master regulator of the SPI-1 invasion genes) and *flhDC* (flagellar master regulator) were bound by Hfq. We predicted that defective SPI-1 secretion and flagellar phenotypes of the *hfq* mutant would be rescued by overexpression of HilD and FlhDC, and we proved this to be correct. The combination of epitope-tagging and HTPS of immunoprecipitated RNA detected the expression of many intergenic chromosomal regions of *Salmonella*. Our approach overcomes the limited availability of high-density microarrays that have impeded expression-based sRNA discovery in microorganisms. We present a generic strategy that is ideal for the systems-level analysis of the post-transcriptional regulons of RNA-binding proteins and for sRNA discovery in a wide range of bacteria.

## Author Summary

The past decade has seen small regulatory RNA become an important new mediator of bacterial mRNA regulation. This study describes a rapid way to identify novel sRNAs that are expressed, and should prove relevant to a variety of bacteria. We purified the epitope-tagged RNA-binding protein, Hfq, and its bound RNA by immunoprecipitation from the model pathogen, *Salmonella enterica* serovar Typhimurium. This new strategy used Next Generation pyrosequencing to identify 727 Hfq-bound mRNAs. The numbers of sRNAs expressed in *Salmonella* was doubled to 64; half are associated with Hfq. We defined the exact coordinates of sRNAs, and confirmed that they are expressed at significant levels. We also determined the Hfq regulon in *Salmonella*, and reported the role of Hfq in controlling transcription of major pathogenicity islands, horizontally acquired regions, and the flagellar cascade. Hfq is reported to be a global regulator that affects the expression of almost a fifth of all *Salmonella* genes. Our new approach will allow sRNAs and mRNAs to be characterized from different genetic backgrounds, or from bacteria grown under particular environmental conditions. It will be valuable to scientists working on genetically tractable bacteria who are interested in the function of RNA-binding proteins and the identification of sRNAs.

## Introduction

Until now, global gene expression control studies have generally focussed on the transcriptional regulation exerted by the specific action of DNA binding proteins, and on the post-translational regulation governed by specific protein–protein interactions. In comparison, little is known about how RNA binding proteins facilitate the global control of gene expression at the post-transcriptional level. However, the latest discoveries of many small noncoding RNAs (sRNAs) in both pro- and eukaryotes have shown that the interaction of RNA with proteins plays a prominent role in the regulation of cellular processes. In bacteria, the majority of the sRNAs basepair with target mRNAs to regulate their translation and/or decay [1],[2],[3], and these regulatory events commonly require the bacterial Sm-like protein, Hfq [4],[5].

Hfq is one of the most abundant RNA-binding proteins in bacteria [6],[7],[8]. First identified in *Escherichia coli* as a host factor required for phage Qβ RNA replication ∼40 years ago [9], Hfq is now known to have an important physiological role in numerous model bacteria [5]. Almost half of all sequenced Gram-negative and Gram-positive species, and at least one archaeon, encode an Hfq homologue [10],[11]. Hfq interacts with regulatory sRNAs and mRNAs, and much of its post-transcriptional function is caused by the facilitation of the generally short and imperfect antisense interactions of sRNAs and their targets [12],[13],[14],[15],[16],[17]. However, Hfq can also act alone as a translational repressor of mRNA [18],[19], and can modulate mRNA decay by stimulating polyadenylation [20],[21]. In addition, roles of Hfq in tRNA biogenesis have recently been described [22],[23].

The pleiotropy of an *hfq* deletion mutation was first apparent from the multiple stress response-related phenotypes in *E. coli* [24], and partly reflects the reduced efficiency of translation of *rpoS* mRNA, encoding the major stress sigma factor, σS [25],[26]. However, Hfq clearly impacts on bacterial physiology in a much broader fashion, including the σS-independent control of virulence factors in pathogenic bacteria (e.g., [27],[28],[29],[30],[31],[32],[33]). Specifically, deletion of *hfq* attenuates the ability of the model pathogen *Salmonella enterica* serovar Typhimurium (*S.* Typhimurium) to infect mice, to invade epithelial cells, to secrete virulence factors and to survive inside cultured macrophages [32]. Loss of Hfq function also results in a non-motile phenotype for *Salmonella* and the deregulation of >70 abundant proteins, including the accumulation of outer membrane proteins (OMPs); the latter is accompanied by a chronic activation of the σE (σ^24^)-mediated envelope stress response [32],[34]. Hfq has also been implicated in the control of *Salmonella* gene expression changes induced by the low gravity condition experienced during spaceflight [35].

Understanding how Hfq controls *Salmonella* gene expression at the post-transcriptional level requires the identification of its sRNA and mRNA ligands. In a pioneering global study in *E. coli*, Zhang *et al.* (2003) used co-immunoprecipitation (coIP) with Hfq-specific antisera and direct detection of the bound RNAs on genomic high-density oligonucleotide microarrays. Although this method proved highly effective for detecting diverse sRNAs and mRNAs in *E. coli*, the requirement for high-density microarrays and specialized antibodies has hampered similar studies in other bacteria. An alternate approach identified individual abundant Hfq-associated RNAs by cDNA cloning or direct sequencing [29],[36]; however, these methods are not appropriate for large-scale analyses. 

To overcome these limitations for the global identification of Hfq targets in *Salmonella*, we have now used high-throughput pyrosequencing (HTPS, a.k.a. deep sequencing) of RNA associated with an epitope-tagged Hfq protein (Figure 1). We show that this approach recovers Hfq-binding sRNAs with high specificity, and identifies their boundaries with unprecedented resolution. We report the discovery of novel *Salmonella* sRNA genes, detect the expression of many conserved enterobacterial sRNA genes, and provide a set of potential mRNA targets in this model pathogen. Comparison with the transcriptomic profile of an *hfq* mutant showed that Hfq mediates its pleiotropic effects by regulating the master transcription factors of complex regulons, and explained how Hfq is required for *Salmonella* virulence. In microbiology, deep sequencing has been used extensively for genome sequencing, either of individual microbial species [37] or of bacterial communities [38]. This study is the first report that describes the use of deep sequencing to study protein-bound mRNA from bacteria, and to discover bacterial noncoding RNAs.

**Figure 1:**
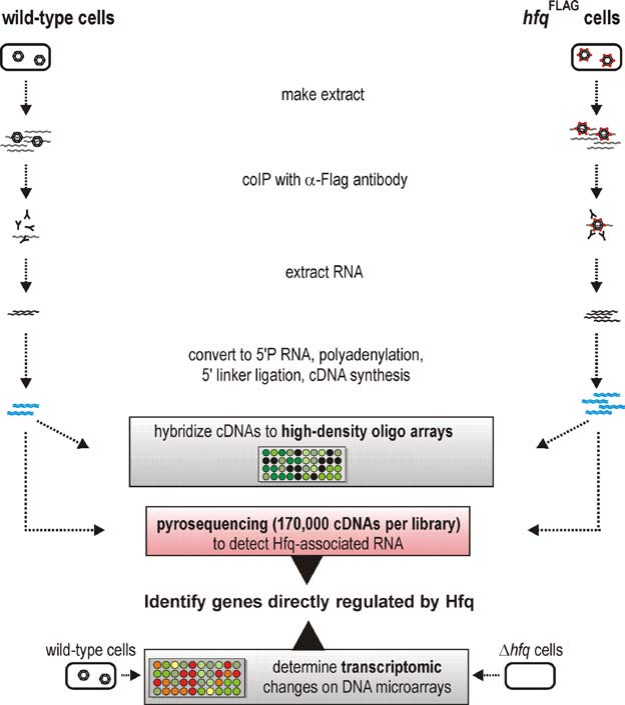
Strategy to identify Hfq targets. RNA was co-immunoprecipitated with Hfq in extracts from ESP-grown *Salmonella* cells (wild-type and chromosomal *hfq* ^FLAG^ strain) using an anti-FLAG antibody. The extracted RNA was converted to 5′ monophosphate RNA, and subsequently into cDNA, followed by direct pyrosequencing. Our approach was validated by hybridization of cDNA to high density oligo microarrays. In addition, total RNA of the wild-type strain and its *hfq* deletion mutant was used for transcriptomic analysis using *Salmonella* SALSA microarrays.

## Results

### Transcriptomic Profiling Reveals a Large Hfq Regulon in *Salmonella*

To detect genes that are, directly or indirectly, regulated by Hfq the transcriptomic mRNA profile of the *Salmonella* wild-type and of mutant strain JVS-0255 (Δ*hfq*) was determined. We used two different conditions for the comparison; aerobic growth in L-broth to early stationary phase (ESP; OD_600_ of 2) was chosen because the *hfq* mutation causes drastic protein pattern changes in ESP *Salmonella* [32], and overnight growth in high-salt medium under oxygen limitation (SPI-1-inducing conditions) to specifically activate the *Salmonella* virulence genes required for host cell invasion [39]. Hfq-dependent mRNAs that showed statistically significant changes (≥2-fold) were identified, and we discovered that 734 genes were differentially expressed in the Δ*hfq* strain grown to ESP (279 up-regulated genes, 455 down-regulated genes, Figure 2 and Table S1). Of the 71 proteins known to be Hfq-dependent (as determined by protein levels on 2D gels; [32]), 50% were regulated by Hfq at the transcriptional level (Table S1). Consequently, Hfq controls the expression of 17% of all *Salmonella* genes at ESP (based on the 4425 annotated ORFs; [40]). Growth under SPI-1 inducing conditions revealed 164 differentially expressed genes in Δ*hfq* (91 up-, 73 down-regulated; Table S2). 69% of these genes overlapped with the changes seen in ESP. Taken together, Hfq affects at least 785 genes, or 18% of the *Salmonella* genome.

**Figure 2:**
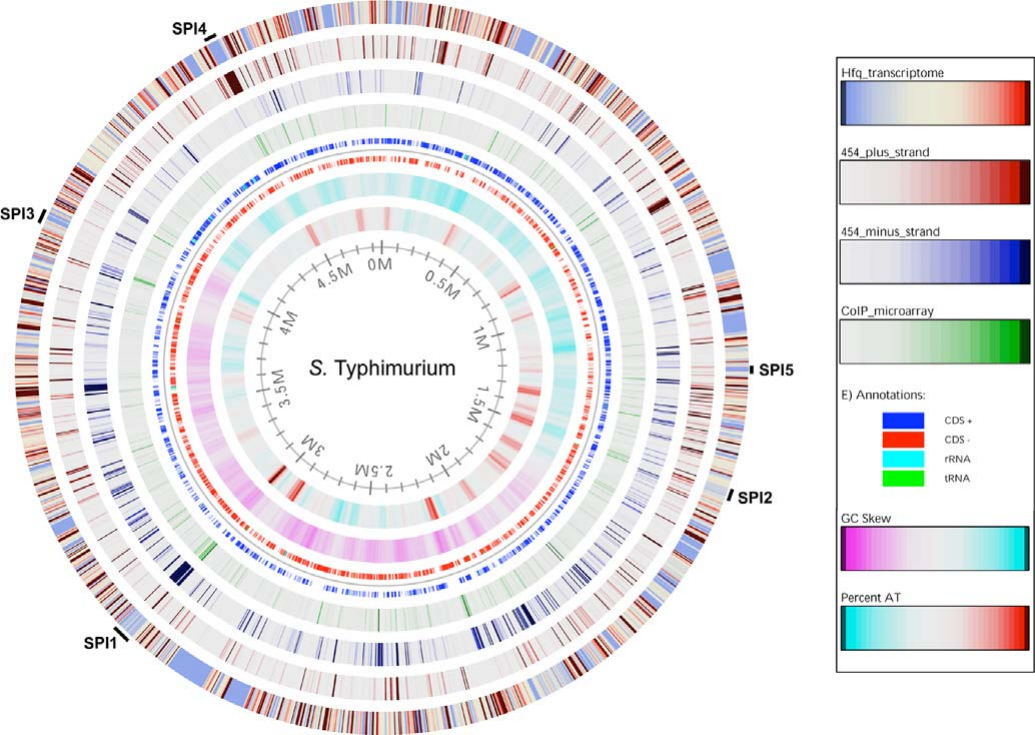
Correlation between HTPS, coIP-on-chip and transcriptomic data upon the *S.* Typhimurium chromosome. The data obtained from transcriptomic, cDNA sequencing and coIP-on-chip analyses of ESP-grown bacteria were mapped onto the *Salmonella* chromosome for direct comparison. The outer (1st) ring displays changes in gene expression in the Δ*hfq* strain compared to the parental SL1344 strain. Genes that are down-regulated in the Δ*hfq* strain are shown as blue; genes that are up-regulated are shown as red. The next three circles show regions coding for Hfq-associated RNA identified by deep sequencing (2^nd^ ring shows positive strand, and 3^rd^ ring shows negative strand) or coIP-on-chip (4^th^ ring). Ring 5 shows the location of coding sequences on the positive strand (CDS+), on the negative strand (CDS−), and the tRNA and rRNA genes. GC-skew [110] is shown in ring 6; purple and blue regions have a GC skew that is below or above the genomic average, respectively. AT-content is shown in ring 7; blue and red regions have an AT-content that is below or above the genomic average, respectively. Numbers on the inside of the innermost circle are the location relative to position zero measured in millions of base-pairs (Mbp) of the *Salmonella* LT2 genome. The location of the SPI-1 to SPI-5 is indicated. An invaluable zoomable version of this atlas is available online at http://www.cbs.dtu.dk/services/GenomeAtlas/suppl/zoomatlas/zpidStyphimurium_LT2_Atlas ; click on the region of interest to accurately visualize the data at the level of individual genes.

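The coIP-on-Chip data were summarised over the 488 segments of the SL1344 draft chromosome by which the arrays name their oligonucleotides. Each full segment spans 10 kb and holds 43 oligonucleotides. These coordinates are those of SL1344 and were not converted to the LT2 chromosome. The 821 enriched chromosomal oligonucleotides were unevenly placed, with none in 245 segments and at least 10 in 11 segments, which together held 157 (19.1%). In 100000 permutations of the enriched oligonucleotides over the chromosome, at most 1 segment reached 10 (permutation test, p = 1e-05, the smallest these permutations can give). Neighbouring oligonucleotides can report the same transcript and are not independent.

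The segments from 2160001 to 2170000 and from 3930001 to 3940000 held 22 enriched oligonucleotides each. Their mean log2 enrichment was 2.08 ± 0.43 and 2.02 ± 0.19 (pooled SD between replicates, n = 2 arrays per group). The segment from 3030001 to 3040000 had 17 enriched oligonucleotides and a mean of 1.48 ± 0.08, and that from 3040001 to 3050000 had 15 and a mean of 1.91 ± 0.40. In each of these 4 segments the mean was above 0 in both replicate pairs. Not all of the 11 segments had a high mean, and that from 2870001 to 2880000, with 10 enriched oligonucleotides, had a mean of -0.36 ± 0.35 and was below 0 in both pairs. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333. For the segments from 3040001 to 3050000 and from 3030001 to 3040000, 54.9% and 48.4% of the mean came from the genomic DNA channel. The share was 8.93% for that from 2160001 to 2170000. Under loess normalization within each array, the means of the segments from 3040001 and 2160001 were 1.77 and 0.46. The threshold of 10 enriched oligonucleotides per segment was chosen after the data were examined.

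**Figure D1:**
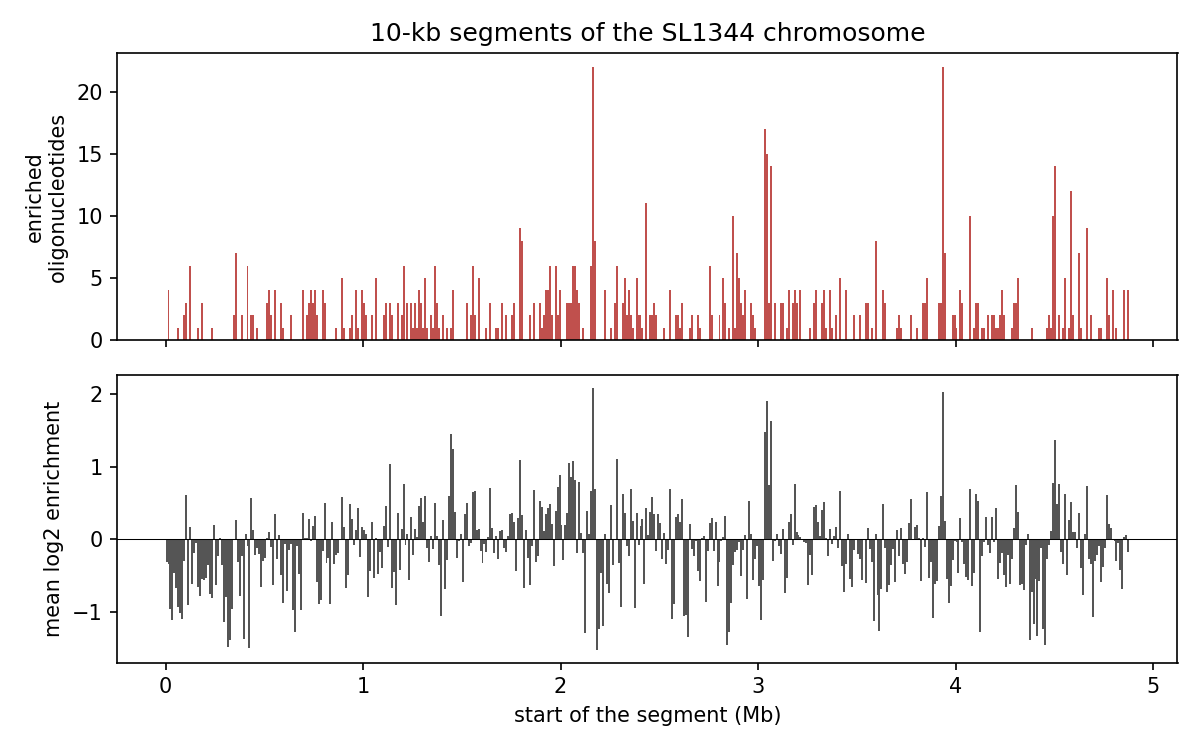
Number of enriched oligonucleotides (upper panel) and mean log2 enrichment (lower panel) in each of the 488 segments, by the start of the segment on the SL1344 chromosome in Mb. The tallest bars of the upper panel, 22 each, are the segments starting at 2160001 and 3930001.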

Classification of the genes deregulated at ESP (Table 1) showed that Hfq impacted upon 26 of the 107 functional groups annotated for *Salmonella* [41]; in seven groups ≥50% of all genes were misregulated. In four of the five major *Salmonella* pathogenicity islands (i.e., SPI-1, -2, -4, -5), and in the flagellar and chemotaxis pathways, >60% of genes were down-regulated, which explains the previously observed invasion and motility phenotypes of Δ*hfq* [32]. Because Hfq affects the mRNAs of σS (RpoS) and σE (RpoE) [25],[26],[34],[42], two major alternative stress σ factors of enterobacteria, we quantified the expression of these sigma factors in *Salmonella* at the mRNA level (ESP) and at the protein level (ESP and SPI-1 inducing conditions). σE mRNA and protein levels were strongly elevated in Δ*hfq* under both conditions tested (Figure S1), confirming the previously observed chronic induction of the envelope stress response. Levels of *rpoS* mRNA were slightly increased, yet RpoS protein levels were strongly decreased. This reflects the poor translation of *rpoS* mRNA in the absence of Hfq (Figure S1 and [25],[26]). We used published lists of σE- and σS-dependent genes of *Salmonella* [43],[44] to determine how the Hfq-dependent changes we observed were related to the σE and/or σS regulons. We discovered that 55% (41/75) and 73% (54/74) of σE- and σS-dependent genes were also Hfq-dependent. Therefore, a proportion of the Hfq-dependent gene expression changes observed at ESP and under SPI-1 inducing conditions were indirect effects caused by modulation of σS and σE levels by Hfq.

**Table 1:** Pathway clustering of Hfq-dependent genes at ESP.

pathway^a^	genes in pathway^b^	% up^c^	% down^d^	% genes regulated
**Flagellar system**	**53**	**0**	**87**	**87**
**Chemotaxis**	**19**	**0**	**84**	**84**
Fimbrial proteins	24	0	20	20
**SPI1**	**39**	**0**	**90**	**90**
**SPI2**	**40**	**0**	**72.5**	**72.5**
SPI3	29	0	14	14
**SPI4**	**6**	**0**	**100**	**100**
**SPI5**	**8**	**0**	**62.5**	**62.5**
ABC transporter	188	11	7	**28**
Cyanoamino acid metabolism	10	20	10	**30**
Cystein metabolism	15	20	0	**20**
Fatty acid metabolism & biosynthesis	20	15	15	**30**
Fructose & mannose metabolism	64	2	11	**13**
Glutamate metabolism	29	7	7	**14**
Lipopolysaccharidee biosynthesis	28	3.5	3.5	**7**
Glycerophospholipid metabolism	24	17	12.5	**29.5**
Glycine, serine & threonine metabolism	35	31.5	3	**34.5**
Glycolysis/Gluconeogenesis	28	3	21	**24**
Nitrogen metabolism	33	15	6	**21**
Pentose phosphate pathway	32	12.5	19	**31.5**
Purine metabolism	73	11	4	**15**
Pyrimidine metabolism	49	10	0	**10**
Pyruvate metabolism	49	12	0	**12**
Ribosome	78	35	0	**35**
**Selenoamino acid, sulfur metabolism**	**18**	**33**	**17**	**50**
Starch & sucrose metabolism	31	3	26	**29**

Hfq-dependent genes in ESP-grown *Salmonella* are shown in Table S1.

a Pathway classification according to KEGG (http://www.genome.jp/kegg/; [21]). Pathways in which ≥50% of genes are Hfq-regulated are shadowed.

b Number of genes involved in pathway (acc. KEGG).

c,d Numbers in percent of genes that were up- or down-regulated in Δ*hfq* compared to wt, (Table S1).

The *S.* Typhimurium genome contains about 444 genes acquired by horizontal gene transfer (HGT; [45]). 122 or 17 of these HGT genes were Hfq-dependent under ESP or SPI-1 inducing conditions, respectively (16 genes being Hfq-dependent under both conditions; Tables S1, S2). In other words, Hfq regulates 28% of the HGT genes, significantly more than the 18% regulated when using the entire *Salmonella* genome for calculation. This may indicate a role of Hfq in the acquisition of DNA from foreign sources, by regulating expression of newly acquired genes at the RNA level.

### Deep Sequencing of Hfq-Associated RNAs

The variety of transcriptional regulons that showed Hfq-dependent expression patterns could either be mediated by the binding of certain regulatory sRNAs or of specific mRNAs by Hfq. To identify the direct Hfq targets we co-immunoprecipitated RNA with the chromosomally FLAG epitope-tagged Hfq protein expressed by a *Salmonella hfq* ^FLAG^ strain [46]. CoIP was performed in extracts prepared from ESP-grown bacteria. The Hfq-associated RNA was converted to cDNA, and a total of 176,907 cDNAs pooled from two independent biological experiments was then characterised by high-throughput pyrosequencing [37]. The resulting sequences, from here on referred to as “Hfq cDNAs”, ranged in length from 1 to 145 bp, and 92% were ≥18 bp (Figure 3A). Disregarding small cDNAs (<18 bp), 122,326 sequences were unequivocally mapped to the *Salmonella* genome by WU-BLAST searches (http://blast.wustl.edu/; Figure 2). About half of the mapped cDNAs (57,529) were derived from rRNA, tRNA, and housekeeping RNAs (tmRNA, M1 RNA, and SRP RNA; Figure 3B). Of the remaining 64,797 sequences, the majority corresponded to mRNA regions (53% matched the sense strand of protein-coding regions), followed by known/predicted conserved sRNAs (18%; [47]; for distribution see Figure 3C), predicted *Salmonella*-specific sRNAs (1%; [46]) and sequences that were antisense to ORF regions (3%). The remaining 25% of cDNAs mostly represented intergenic regions (IGRs) and 5′/3′ UTRs, with a few antisense transcripts to tRNAs, rRNAs, and sRNAs (0.1%; Figure 3B).

**Figure 3:**
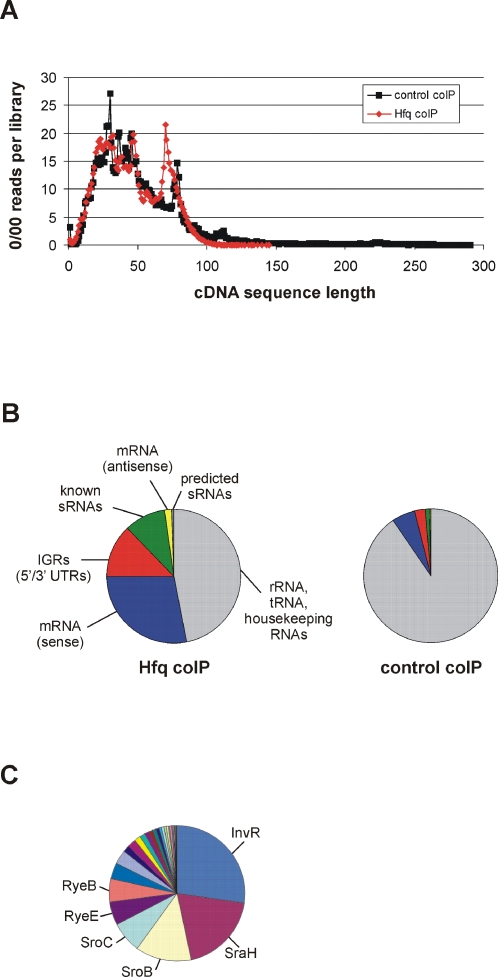
Statistical analysis of the cDNA sequencing results of Hfq-associated RNA. (A) The pyrosequencing results were analyzed by plotting the number of cDNA reads over the read length in bp. The length distribution of all resulting sequences is shown. (B) Pie diagram showing the relative proportions of the different RNA species contained in all sequences that mapped to the *Salmonella* genome. The rRNA, tRNA and housekeeping RNAs are shown in grey. Left panel: Hfq coIP, right panel: control coIP. (C) Pie diagram showing the relative proportions of all Hfq-associated sequences that unequivocally mapped to known sRNA sequences. The names of the six most frequently recovered sRNAs are given.

To confirm that our procedure did effectively enrich Hfq-associated RNAs, we analyzed 175,142 cDNAs from a control coIP using wild-type *Salmonella* (expressing untagged Hfq). Of these “Control cDNAs” which ranged in length from 1 to 290 bp (Figure 3A), 145,873 sequences were ≥18 bp in size and could be correlated to the *Salmonella* chromosome. Most of the inserts (91%) were abundant rRNA, tRNA, and housekeeping RNA transcripts (Fig 3B). The remaining 13,725 sequences were used to calculate the level of enrichment of Hfq-bound RNA (see below).

### Visualizing Hfq-Dependent RNAs at the Nucleotide Level

Upon WU-BLAST matching, the number of cDNA hits for each nucleotide position for either strand of the *Salmonella* chromosome was calculated, and visualized using the *Integrated Genome Browser (IGB, Affymetrix)*. This browser allows the visualization of both whole genomes and individual genomic regions. Figure 4 shows the distribution of cDNA sequences over a subsection of the genome, i.e. the ∼40 kb SPI-1 virulence region, for which we observed strong enrichment of Hfq cDNAs over the Control cDNAs. As well as the 35 mRNAs of protein-coding genes, SPI-1 encodes the Hfq-dependent InvR sRNA [46]. Enrichment of InvR by coIP with FLAG-tagged Hfq was previously demonstrated by Northern blot analysis [46], and this result is confirmed by the strong cDNA peak seen at the *invR* locus located at the right-hand SPI-1 border (Figure 4).

**Figure 4:**
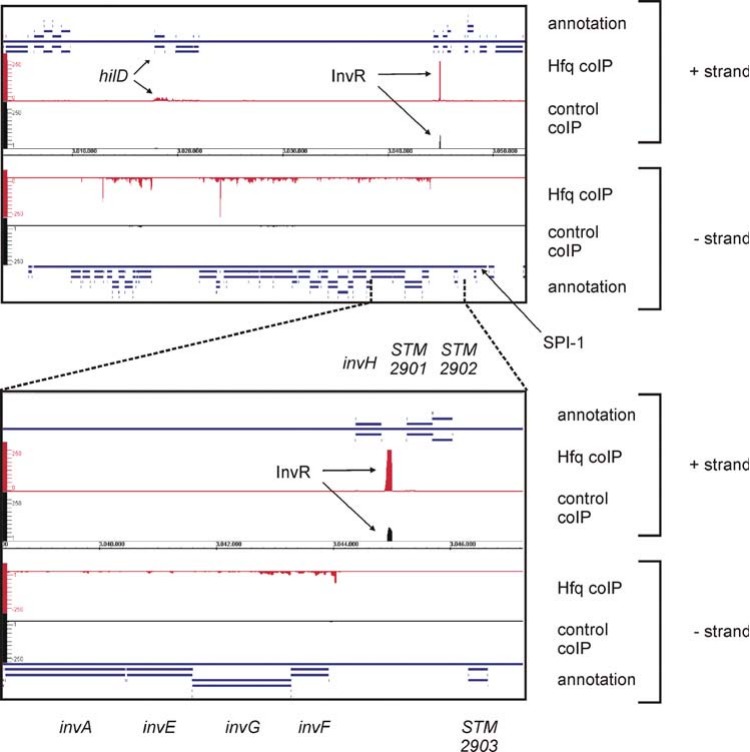
Visualization of pyrosequencing data for the *Salmonella* pathogenicity island 1 (SPI-1) with the Integrated genome Browser (Affymetrix). The upper panel shows an extraction of the screenshot of the Integrated Genome Browser, with the mapped Control and Hfq cDNAs of the SPI-1 region. Shown are the annotations for the “+” and “–” strand (blue), the cDNA sequence distribution from the Hfq coIP for the “+” and “–” strand (red), the cDNA-clone distribution for the control coIP for the “+” and “–” strand (black), and the genome coordinates in the center for the entire SPI-1. The annotation for SPI-1 and the Hfq coIP peaks for *hilD* and the sRNA InvR in the Hfq coIP are indicated. Note, that the clone numbers per nucleotide are scaled to a maximum of 250 for the Hfq and the control coIP, which truncates the high peak for InvR in the Hfq coIP library (>3000 cDNAs). The lower panel shows a close up of the *invR* locus and its adjacent genes.

### Hfq-Dependent sRNAs Are Highly Associated with Hfq

Inspection of the cDNA libraries revealed that a major class were derived from sRNA regions. These sRNAs, as well as their enrichment by Hfq coIP, are listed in Tables 2 and S3. The three most abundant sRNAs, according to the numbers of Hfq cDNA sequences are InvR, SraH (a.k.a. RyhA) and SroB (RybC), and are known to be strongly bound by Hfq [17],[46]; coIP of Hfq enriched these three sRNAs by 30- to 57-fold, in comparison to the control reaction. For example, InvR, which binds Hfq with a *k*_D_ of 10 nM [46], was represented by 3,236 Hfq cDNAs and 113 Control cDNAs (Table 2). In contrast, other sRNAs not expected to be Hfq-dependent were found in equal numbers in the two samples. For example, the CsrB or CsrC sRNAs which target the conserved RNA-binding protein, CsrA [48], were represented by almost equal numbers in the Hfq and Control cDNAs (CsrB, 67/69; CsrC, 63/64; Table 2). Moreover, cDNAs of the abundant yet Hfq-independent 6S RNA [49] were found in smaller numbers in the Hfq than in the control library (451 versus 836; Table 2).

**Table 2:** Compilation of expressed *Salmonella* sRNAs and their enrichment by Hfq coIP.

sRNA^a^	Alternative IDs b	Identification c	Adjacent genes d	Orientation e	5′ end f	3′ end f	cDNA reads control coIP g	cDNA reads Hfq coIP h	Enrichment i	Northern j
***sgrS***	*ryaA*	**I**	*yabN/leuD*	← → ←	128574	128812	3	61	20.3	
***isrA***	-	**II**	STM0294.ln/STM0295	→ → →	339338	339760	0	0		
***sroB***	*rybC*	**I**	*ybaK/ybaP*	← → ←	556005	556085	27	1530	56.7	
***sroC***	-	**I**	*gltJ/gltI*	← ← ←	728913	728761	26	898	34.5	
***rybB***	p25	**III**	STM0869/STM0870	→ ← ←	942632	942554	3	103	34.3	
**STnc490** k	-	**IV**	*clpA/tnpA_1*	→ ← →	1024975	1025165	75	385	5.1	∼85 nt
***isrB-1***	-	**II**	*sbcA*/STM1010	← → ←	1104179	1104266	2	4	2.0	
**STnc500**	-	**IV**	STM1127/STM1128	← ← ←	1216157	1216440	7	84	12.0	∼65 nt
**STnc150**	-	**V**	*icdA*/STM1239	→ ← →	1325914	1325649	0	1	≥1.0	∼90 nt
***isrC***	-	**II**	*envF/msgA*	← → ←	1329145	1329432	0	1	≥1.0	
**STnc520**	-	**IV**	STM1248/STM1249	→ ← ←	1332809	1334044	12	100	8.3	∼80 nt
***isrD***	-	**II**	STM1261/STM1263	→ ← →	1345788	1345738	0	0		
***ryhB-2***	*isrE*	**II**	STM1273/*yeaQ*	→ ← →	1352987	1352875	0	0		
**STnc540**	-	**IV**	*himA/btuC*	→ → →	1419369	1419570	7	23	3.3	∼85 nt
***rprA***	IS083	**I**	*ydik/ydil*	← ← ←	1444938	1444832	37	286	7.7	
***rydB***	tpe7, IS082	**I**	*ydiH*/STM1368	→ → ←	1450415	1450519	4	10	2.5	
**STnc570** l	*yneM* ORF	**IV**	*ydeI/ydeE*	→ ← ←	1593723	1594413	2	21	10.5	∼190 nt
**STnc560**		**IV**	*ydeI/ydeE*	→ → ←	1593723	1594413	10	290	29.0	∼90 nt
***isrF***	-	**II**	STM1552/STM1554	→ ← ←	1630160	1629871	1	0		
***rydC***	IS067	**I**	STM1638/*cybB*	→ → ←	1729673	1729738	5	245	49.0	
***micC***	IS063, tke8	**III**	*nifJ/ynaF*	→ ← →	1745786	1745678	0	15	≥15.0	
**STnc580**	-	**IV**	*dbpA*/STM1656	← ← ←	1749662	1750147	11	311	28.3	∼100 nt
***ryeB***	tpke79	**I**	STM1871/STM1872	→ ← ←	1968155	1968053	24	653	27.2	
***dsrA***	-	**I**	*yodD/yedP*	→ ← →	2068736	2068649	6	149	24.8	
***rseX***	-	**I**	STM1994/*ompS*	← → →	2077175	2077269	0	3	≥3.0	
***ryeC***	tp11	**I**	*yegD*/STM2126	→ → →	2213871	2214016	42	72	1.7	
***cyaR***	*ryeE*	**III**	*yegQ*/STM2137	→ → →	2231130	2231216	31	659	21.3	
***isrG***	-	**II**	STM2243/STM2244	← → →	2344732	2345013	0	0		
***micF***	-	**III**	*ompC/yojN*	← → →	2366913	2367005	0	11	≥11.0	
***isrH-2***	-	**II**	*glpC*/STM2287	→ ← →	2394582	2394303	0	0		
***isrH-1***	-	**II**	*glpC*/STM2287	→ ← →	2394753	2394303	0	0		
**STnc250** l	*ypfM* ORF	**V**	*acrD/yffB*	→ ← →	2596882	2596789	6	24	4.0	∼220 nt
***ryfA***	tp1	**I**	STM2534/*sseB*	→ → ←	2674934	2675228	3	6	2.0	
***glmY***	tke1, *sroF*	**I**	*yfhK/purG*	← ← ←	2707847	2707664	20	92	4.6	
***isrI***	-	**II**	STM2614/STM2616	→ ← ←	2761576	2761329	0	2	≥2.0	
***isrJ***	-	**II**	STM2614/STM2616	→ ← ←	2762031	2761957	1	0		
***isrK***	-	**II**	STM2616/STM2617	← ← ←	2762867	2762791	0	0		
***isrB-2***	-	**II**	STM2631/sbcA	→ ← →	2770965	2770872	0	0		
***isrL***	-	**II**	*smpB*/STM2690	→ ← →	2839399	2839055	0	0		
***isrM***	-	**II**	STM2762/STM2763	← → →	2905050	2905378	0	0		
***isrN***	-	**II**	STM2764/STM2765	← → ←	2906925	2907067	0	0		
***micA***	*sraD*	**I**	*luxS/gshA*	← → ←	2966853	2966926	1	128	128.0	
***invR***	STnc270	**III**	*invH*/STM 2901	→ → →	3044924	3045014	113	3236	28.6	
***csrB***	-	**III**	*yqcC/syd*	← ← ←	3117059	3116697	69	67		
***gcvB***	IS145	**III**	*gcvA/ygdI*	← → ←	3135317	3135522	12	402	33.5	
***omrA***	*rygB*	**III**	*aas/galR*	← ← →	3170208	3170122	0	51	≥51.0	
***omrB***	*t59, rygA, sraE*	**III**	*aas/galR*	← ← →	3170408	3170322	1	52	52.0	
**STnc290**	-	**V**	*tnpA_4*/STM3033	← ← ←	3194996	3194914	2	72	36.0	∼85 nt
***isrO***	-	**II**	STM3038/STM3039	← → →	3198380	3198580	0	0		
***ssrS***	-	**I**	*ygfE/ygfA*	→ → →	3222098	3222280	836	451		
***rygC***	t27	**I**	*ygfA/serA*	→ → ←	3222913	3223065	14	17	1.2	
***rygD***	tp8, C0730	**I**	*yqiK/rfaE*	→ ← ←	3362474	3362327	17	104	6.1	
***sraF***	tpk1, IS160	**I**	*ygjR/ygjT*	→ → →	3392069	3392261	0	25	≥25.0	
***sraH***	*ryhA*	**I**	*yhbL/arcB*	← → ←	3490383	3490500	55	2292	41.7	
***ryhB-1***	*sraI*, IS176	**I**	*yhhX/yhhY*	← ← →	3715495	3715401	0	2	≥2.0	
***istR-1***		**VI**	*ilvB/emrD*	← ← →	3998147	3998018	0	0		∼75 nt
***istR-2***		**VI**	*ilvB/emrD*	← ← →	3998147	3998018	0	0		∼140 nt
**STnc400**	-	**V**	STM3844/STM3845	→ → →	4051145	4051340	112	42		∼55 nt
***glmZ***	k19, *ryiA*, *sraJ*	**I**	*yifK/hemY*	→ → ←	4141650	4141854	20	196	9.8	
***Spf***	*spf*	**I**	*polA/yihA*	→ → ←	4209066	4209175	2	33	16.5	
***csrC***	*sraK*, *ryiB*, *tpk2*	**III**	*yihA/yihI*	← → →	4210157	4210400	63	64		
***isrP***	-	**II**	STM4097/STM4098	← → ←	4306719	4306866	0	2	≥2.0	
***oxyS***	-	**I**	*argH/oxyR*	→ ← →	4342986	4342866	0	10	≥10.0	
***sraL***	*ryjA*	**III**	*soxR*/STM4267	→ ← →	4505010	4504870	0	0		
**STnc440**	-	**V**	STM4310/*tnpA_6*	→ → →	4559193	4559277	9	456	50.7	∼85 nt
***isrQ***	-	**II**	STM4508/STM4509	← → →	4762997	4763158	0	0		

a Gene names of *Salmonella* sRNAs that have been experimentally proven here, and in previous studies. Method of identification is given in the third column. sRNA names follow *Salmonella* and/or *E. coli* nomenclature referenced in (Hershberg *et al.*, 2003; Padalon-Brauch *et al.*, 2008; Papenfort *et al.*, 2008), except STnc490, 500, 520, 540, 560, 570, 580, which have been newly predicted in this study (see Supplementary Table S3).

b Alternative sRNA IDs. References in (Hershberg *et al.*, 2003; Padalon-Brauch *et al.*, 2008; Papenfort *et al.*, 2008).

c Evidence for sRNAs in *Salmonella*.

(I) Conserved sRNA found in *Salmonella* cDNA libraries, and previously shown to be expressed in *E. coli* (relevant ref. in (Papenfort *et al.*, 2008); Table 1).

(II) sRNA previously predicted and validated on Northern blots in *Salmonella* by (Padalon-Brauch *et al.*, 2008).

(III) sRNA previously validated on Northern blots in *Salmonella* (Altier *et al.*, 2000; Figueroa-Bossi *et al.*, 2006; Fortune *et al.*, 2006; Papenfort *et al.*, 2006; Papenfort *et al.*, 2008; Pfeiffer *et al.*, 2007; Sharma *et al.*, 2007; Viegas *et al.*, 2007).

(IV) sRNA predicted through cDNA sequencing and validated by Northern blot analysis in this study.

(V) sRNA previously predicted by (Pfeiffer *et al.*, 2007) is recovered in cDNA sequences and validated by Northern blot analysis in this study.

(VI) IstR sRNAs (Vogel *et al.*, 2004) were not recovered in cDNA sequences but their expression in *Salmonella* validated by Northern blot analysis in this study (Figure S5).

d Flanking genes of the intergenic region in which the sRNA candidate is located.

e Orientation of sRNA candidate (middle) and flanking genes (→ and ← denote location of a gene on the clockwise or the counterclockwise strand of the *Salmonella* chromosome).

f Genomic location of sRNA candidate gene according to the *Salmonella typhimurium* LT2 genome. For STnc470 through STnc640 start and end of the entire intergenic region are given.

g Out of 145,873 sequences in total.

h Out of 122,326 sequences in total.

i Enrichment factor calculated by the number of blastable reads from Hfq coIP over control coIP.

j Denotes verification on Northern blot in this study for new RNA transcripts; the estimated size is given in nucleotides.

k The cDNA reads map antisense internally of the IS200 element. Based on sequence identity they map to all IS200 elements (*tnpA_1* to *tnpA_6*).

l STnc250 and STnc570 contain small ORFs annotated as *ypfM* or *yneM*, respectively, in *E. coli* (Wassarman *et al.*, 2001).

Figure 5 illustrates the distribution of cDNAs of the three predominant Hfq-bound RNAs and of the Hfq-independent 6S RNA. cDNAs of both the InvR (89 nt; [46]) and SroB (84 nt; [50]) sRNAs mapped along the entire RNA coding sequence from the transcriptional start site to the Rho-independent terminator. SraH, which is transcribed as an unstable 120 nt precursor and processed into an abundant ∼58 nt RNA species (3′ part of SraH; [17],[51]), was almost exclusively recovered as the processed sRNA. Notably, the borders of the cDNA clusters were in perfect agreement with previous 5′ and/or 3′ end mapping data of the four sRNAs [46],[50],[51],[52]. In other words, our cDNA sequencing approach not only detects association with Hfq, but also identifies the termini of expressed sRNAs at nucleotide-level resolution.

**Figure 5:**
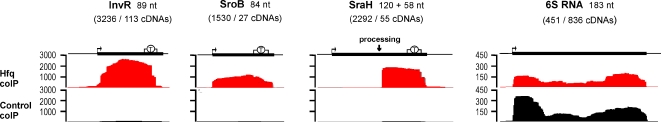
Visualization of the clone distribution of exemplar Hfq dependent and independent sRNAs in *Salmonella.* Clone distribution for sequences mapped to InvR, SroB, SraH, or 6S sRNAs (red: Hfq coIP, black: control coIP). The vertical axis indicates the number of cDNA sequences that were obtained. A bent arrow indicates each sRNA promoter, a circled “T” its transcriptional terminator.

### Identification of Expressed *Salmonella* sRNAs

To evaluate the sRNA expression profile of *Salmonella* more extensively, we analyzed three classes of sRNA candidate loci for coverage by the Hfq and Control cDNAs. First, cDNAs of *E. coli* sRNA candidate loci with predicted conservation in *Salmonella* were inspected [17],[47],[49],[50],[51],[53],[54]. Second, we counted cDNAs of *Salmonella*-specific sRNAs predicted in two recent global screens [46],[55]. Third, we manually inspected cDNAs from a third of the *Salmonella* chromosome (first 1.6 Mb) and all major five pathogenicity islands for expression patterns of IGRs indicative of new sRNA genes, and for possible enrichment by Hfq coIP. Using criteria similar to [49], our evaluation of these loci considered orphan promoter/terminator signals, and possible conservation in bacteria other than *E. coli*. Of the latter two classes of candidates (summarized in Table S3), those with an Hfq enrichment factor ≥10 and/or candidates showing strong promoter/terminator predictions were selected for Northern blot analysis. To assess sRNA expression under relevant environmental conditions, we probed RNA from five stages of growth in standard L-broth from exponential to stationary phases, and from two conditions known to strongly induce the expression of the major SPI-1 [39],[56] or SPI-2 [57] virulence regions. The results of this analysis are summarized in Table 2 (the whole set of candidates tested is shown in Table S3); including the 26 previously detected *Salmonella* sRNAs [34],[46],[55],[58],[59],[60],[61],[62],[63], a total of 64 *Salmonella* sRNAs can now be considered to be experimentally validated.

We used Northern blots to detect 10 of the 31 newly identified *Salmonella* sRNAs under the environmental conditions that were tested (Figure 6, Tables 2 and S3). These sRNAs yielded stable transcripts, predominantly in the 50 to 100 nt range (Figure 6A and B). Faint bands of larger transcripts were observed for STnc150 (150 nt), and STnc400 (190 nt), resembling certain *E. coli* sRNAs such as SraH whose precursor is rapidly degraded whilst the processed form accumulates [51]. The STnc150, 400, and 560 sRNAs are almost constitutively expressed, whereas STnc500, 520 and 540 are only expressed in certain environmental conditions. Intriguingly, STnc580 can only be detected under SPI-1 inducing conditions that mimic the environment *Salmonella* encounters in the host intestine. Generally, only candidates represented by ≥20 cDNAs in a cDNA pool yielded a signal on Northern blots (Tables 2 and S3). While this suggests some correlation between intracellular abundance and cDNA frequency, we note the case of STnc150, for which a single cDNA was recovered yet a strong signal was obtained on Northern blots. In contrast, several candidates with >20 cDNAs failed the Northern blot validation (Table S3). We speculated that the corresponding cDNAs were derived from 5′ or 3′ UTRs of larger mRNA transcripts, and tested this on Northern blots of agarose gels. We tested 14 of such candidates which had the appropriate orientation to flanking mRNA genes to be UTR-derived; six of these showed signals ranging in size from 500 to 2000 nucleotides (STnc180, Stnc190, STnc330, STnc470, STnc610, and STnc640; Figure S2 and Table S3), and are likely to be processed mRNA species.

**Figure 6:**
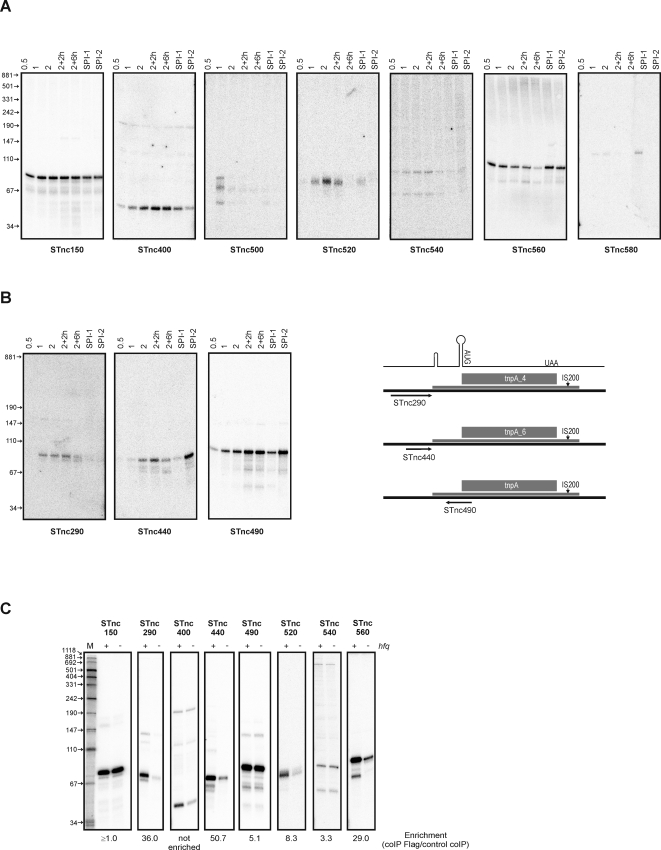
Expression of 10 new *Salmonella* sRNAs over growth. Total RNA was isolated from *Salmonella* at seven different growth stages and/or conditions and subjected to Northern blot analysis. (A) Blots showing the detection of stable transcripts for seven new sRNAs. The lanes refer to the following samples (from left to right): aerobic growth of the wild-type strain in L-broth to an OD600 of 0.5, 1 or 2; growth continued after the culture reached OD600 of 2 for 2 or 6 hours, respectively; SPI-1 inducing condition; SPI-2 inducing condition. (B) Northern blots of three sRNAs encoded in close proximity (STnc290, STnc440) or antisense (STnc490) to IS200 elements. A schematic presentation of the position of the sRNAs according to the IS200 element is shown to the right. The upper drawing indicates the two stem-loop structures, start codon, and stop codon of the transposase-encoding mRNA of the IS200 elements. The three detected sRNAs are indicated by black arrows. Growth conditions as Panel A. (C) RNA abundance of selected new sRNAs in wild-type (+) versus *hfq* mutant (−) *Salmonella* cells at ESP (OD600 of 2). The enrichment factor of each of these sRNAs in the coIP experiment is given below the blots for comparison.

**Figure 7:**
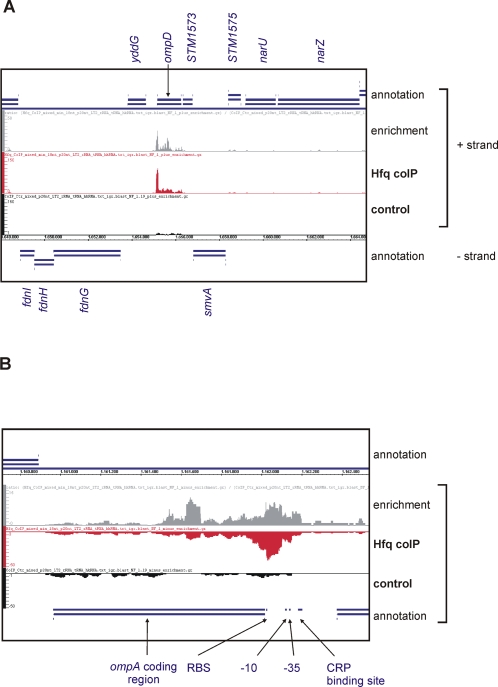
Comparison of Hfq and Control coIP cDNA distributions at the *ompD* and *ompA* loci. Extract of the screenshot of the Integrated Genome Browser, showing the mapped Hfq and Control cDNAs, and the enrichment curve (ratio of reads of Hfq coIP over control coIP) for (A) the *ompD* and (B) *ompA* transcripts. Shown are (from top to bottom) the annotations for the “+” strand (blue), the enrichment curve (grey), the cDNA distributions on the “+” strand for the Hfq coIP (red) and the control coIP (black), the genome coordinates, and the annotations for the “–” strand (blue). In panel A, the annotation of the *ompD* coding region and the flanking genes, *yddG* and STM1573, are indicated. For *ompA*, the CDS, -10 and -35 boxes, as well as the ribosome binding site (RBS) and a CRP binding site are indicated by black arrows.

**Figure 8:**
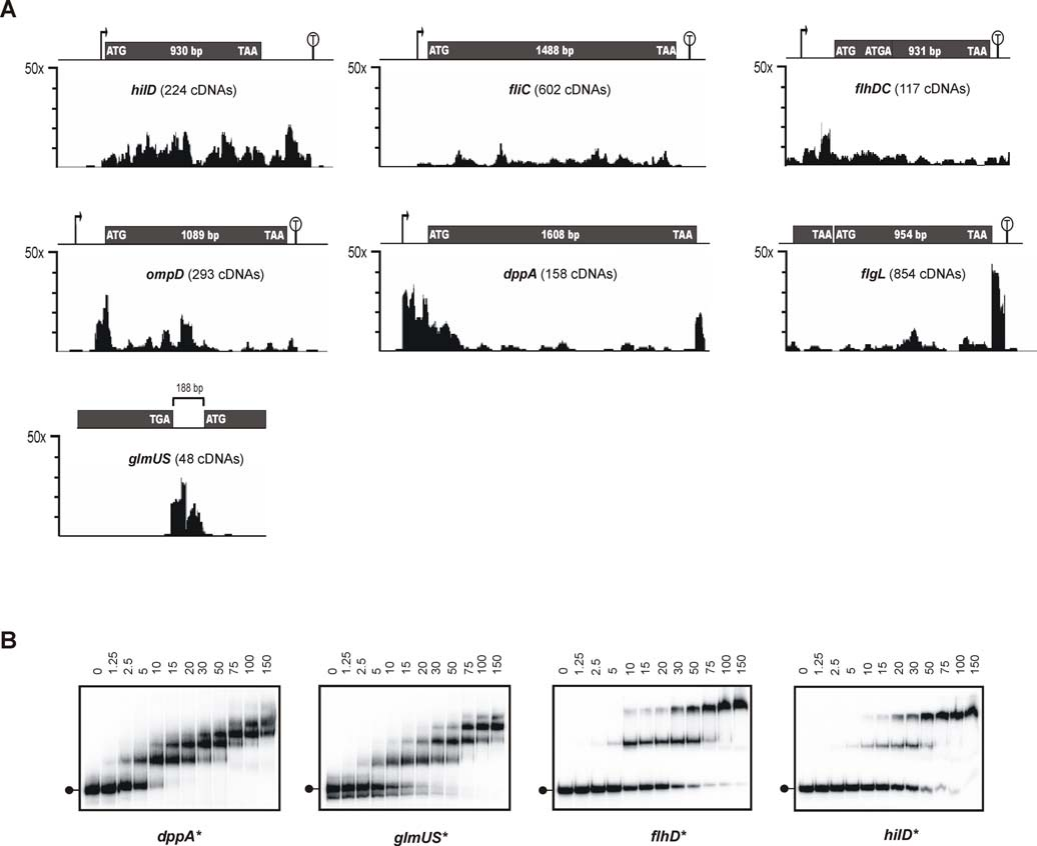
Distribution patterns of cDNAs of Hfq-associated mRNA species and confirmation of binding to Hfq. (A) Different mRNAs are shown with marked open reading frame, promoter and terminator (where known). Start and stop codons are indicated. The clone distribution is represented by a stairstep diagram of fold enrichment in Hfq coIP *vs* control coIP per nucleotide below each mRNA. The vertical axis indicates the enrichment factor in the Hfq coIP calculated over the control coIP. ORF length is given for each gene, for the overlapping ORFs of *flhDC*, or for the intergenic region in the case of *glmUS* mRNA. Numbers in parentheses below each gene name denote number of cDNA sequences obtained from Hfq coIP. Promoters and terminators are indicated as above. (B) The binding of Hfq to four mRNA fragments was confirmed by gel mobility shift assay. ^32^P-labeled RNA fragments of *dppA*, *glmUS*, *flhD*, or *hilD*, respectively, were incubated with increasing amounts of Hfq protein (concentrations of the hexamer are given in nM above the lanes). The lollipops on the left of the gel panels show the position of the unshifted mRNA fragment. Following 10 minutes incubation at 37°C, samples were resolved on native 6% polyacrylamide gels, autoradiographs of which are shown.

**Figure 9:**
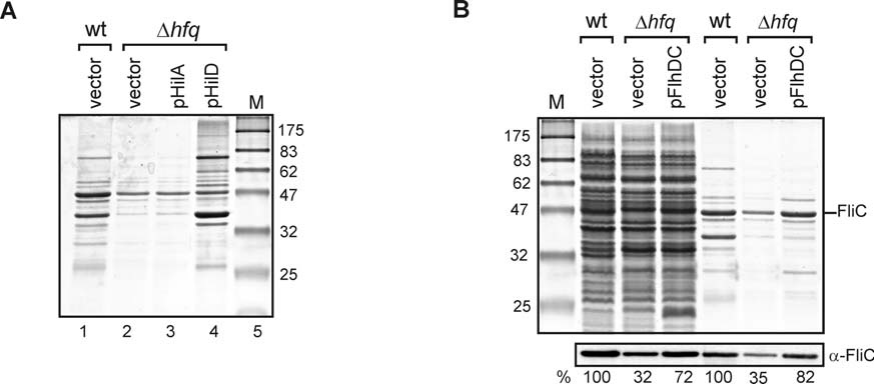
Rescue of complex Δ*hfq* phenotypes by overexpression of identified Hfq target mRNAs. SDS-PAGE analysis (12% gels stained with Coomassie) of (A) secreted proteins upon overexpression of the SPI-1 transcription factors, HilA and HilD from pCH-112 and pAS-0045 (lanes 3 and 4) in *Salmonella* Δ*hfq*. Lanes 1 and 2 show the secreted protein profile of *Salmonella* wild-type and Δ*hfq* bacteria carrying a control vector, pKP8-35. (B) Whole cell and secreted proteins upon overexpression of the flagellar transcription factor, FlhD_2_C_2_. The left hand three lanes show total protein samples, and the right hand three lanes show secreted proteins. Genetic background and plasmids are indicated above the lanes; FlhDC was expressed from plasmid pAS-0081. FliC was also analyzed on a Western blot using a specific antibody (lower panel). FliC protein levels are shown (in %), in comparison to wild-type *Salmonella*, which was set to 100% for either the total protein or secreted protein lanes.

Three sRNAs expressing stable transcripts of ∼85 to 90 nts originate from close to, or within, IS200 transposable elements (Figure 6B). STnc290 and STnc440 are expressed just upstream of *tnpA*_4 and *tnpA*_6, respectively, whereas STnc490 is antisense to the translational start site of the IS200 transposase ORF. IS200 elements generally posses two stem-loop structures, one of which is a Rho-independent transcription terminator that prevents read-through from genes located upstream of the integration site [64]. Given their location, the STnc290 sRNA could originate from processing of the STM3033 transcripts reading into the *tnpA*_4 terminator structure; by analogy, STnc440 would be derived from STM4310 transcripts. If so, this would constitute interesting cases in which transposon insertion has created stable sRNAs. The other IS200 stem-loop functions as a translational repressor by sequestering the start codon of the transposon ORF [64]; STnc490 overlaps with this structure on the opposite strand, and by acting as an antisense RNA may function as an additional repressor of IS200.

We determined whether 8 of the new *Salmonella* sRNAs showed an Hfq-dependent pattern of transcript abundance that correlated with Hfq binding (Figure 6C). The STnc290, 440, 490, 520, 540 and 560 sRNAs were all enriched by Hfq coIP (Table 2), by factors up to 51-fold (STnc440). The expression of the four sRNAs with the highest enrichment factors (STnc290, 440, 520, 560) was strongly reduced in Δ*hfq*, and so classified as Hfq-dependent; in contrast, the accumulation of STnc150, STnc490 and STnc540 (≥1.0-, 5.1-, and 3.3-fold enrichment, respectively) was unaffected in the absence of Hfq. STnc500, which is only detected in samples originating from cultures at OD_600_ of 1, and STnc580, which seems to be specifically expressed under the SPI-1 inducing condition, were not detected on these blots.

In addition to the sRNAs listed above, the cDNAs included two loci predicted to encode small peptides, i.e. shorter than the 34 amino acid cut-off used to define ORFs in the current *Salmonella* genome annotation [40]. These are referred to as STnc250 and STnc570 in Table 2, and correspond to the predicted small *ypfM* and *yneM* mRNA-encoding genes of *E. coli* [49]. Probing of the *Salmonella* loci yielded signals of stable short mRNAs which are expressed in a growth phase-dependent manner (Figure S3).

### Hfq-Associated mRNAs

To determine which of the 34,136 cDNAs were derived from Hfq-bound mRNAs and represented genuine mRNA targets, a stringent cutoff was used. An mRNA coding region (CDS) was required to be represented by ≥10 cDNAs to be considered significant, which identified 727 Hfq-bound mRNAs (cistrons) for further analysis. Table 3 lists the top 42 mRNAs with at least 100 cDNAs in the Hfq coIP library (Table S4 lists all 727 mRNAs). In the genome browser, many of these enriched mRNAs were readily visible as a distinct cDNA cluster, e.g., the *ompD* mRNA (encoding the major *Salmonella* outer membrane protein) shown in Figure 7A. A survey of the transcriptomic data revealed that 33% of the Hfq-bound mRNAs showed an Hfq-dependent pattern of gene expression (Table S1). The reciprocal analysis showed that 32% of the Hfq-dependent mRNAs were bound to Hfq (Table S1). We attribute the observed partial overlap of the Hfq coIP and the transcriptomic data (33%) to three major factors. First, Hfq regulates transcription factors, de-regulation of which alters the expression of downstream genes. In other words, not every gene deregulated in the Δ*hfq* strain is necessarily a “direct” Hfq target, i.e. its mRNA bound by Hfq. Second, there may be a considerable number of Hfq-associated mRNAs below our very stringent cut-off for Hfq-association; increasing sequencing depth will overcome this problem. Third, the precise borders of most 5′/3′ UTRs are unknown in *Salmonella* (and any other bacterial genome sequence); consequently, calculations of Hfq enrichment were limited to the CDS of an mRNA. As outlined further below (Figure 7B), this can skew the overall enrichment factor.

**Table 3:** mRNAs represented by ≥100 cDNAs in the pyrosequencing data.

STM number	Gene name^a^	Number of inserts in control coIP^b^	Number of inserts in Hfq coIP^c^	Enrichment^d^	Product^e^
STM4261		254	1042	4.1	putative inner membrane protein
STM2665	*yfiA*	72	648	9.0	ribosome stabilization factor
STM1377	*lpp*	168	608	3.6	murein lipoprotein
STM4087	*glpF*	40	570	14.3	glycerol diffusion
STM1959	*fliC*	248	547	2.2	flagellar biosynthesis protein
STM2874	*prgH*	73	415	5.7	needle complex inner membrane protein
STM2267	*ompC*	63	385	6.1	outer membrane protein C precursor
STM2882	*sipA*	36	354	9.8	secreted effector protein
STM2885	*sipB*	126	335	2.7	translocation machinery component
STM4326	*aspA*	79	328	4.2	aspartate ammonia-lyase
STM2925	*nlpD*	30	300	10.0	lipoprotein
STM4086	*glpK*	115	278	2.4	glycerol kinase
STM2883	*sipD*	34	269	7.9	translocation machinery component
STM0739	*sucD*	14	261	18.6	succinyl-CoA synthetase alpha subunit
STM1572	*ompD*	76	246	3.2	putative outer membrane porin precursor
STM2898	*invG*	16	226	14.1	outer membrane secretin precursor
STM2879	*sicP*	6	224	37.3	secretion chaparone
STM2283	*glpT*	30	221	7.4	sn-glycerol-3-phosphate transport protein
STM1091	*sopB*	23	216	9.4	secreted effector protein
STM1732	*ompW*	28	206	7.4	outer membrane protein W precursor
STM0451	*hupB*	14	198	14.1	DNA-binding protein HU-beta
STM2871	*prgK*	46	198	4.3	needle complex inner membrane lipoprotein
STM2884	*sipC*	96	192	2.0	translocation machinery component
STM4406.S	*ytfK*	6	191	31.8	putative cytoplasmic protein
STM2867	*hilC*	3	187	62.3	invasion regulatory protein
STM2869	*orgB*	8	182	22.8	needle complex export protein
STM2878	*sptP*	20	177	8.9	protein tyrosine phosphatase/GTPase activating protein
STM2894	*invC*	14	175	12.5	type III secretion system ATPase
STM2875	*hilD*	23	174	7.6	invasion protein regulatory protein
STM2284	*glpA*	57	149	2.6	sn-glycerol-3-phosphate dehydrogenase large subunit
STM3526	*glpD*	39	147	3.8	sn-glycerol-3-phosphate dehydrogenase
STM2886	*sicA*	23	146	6.3	secretion chaperone
STM3138		19	143	7.5	putative methyl-accepting chemotaxis protein
STM2896	*invA*	19	142	7.5	needle complex export protein
STM0833	*ompX*	6	137	22.8	outer membrane protein X
STM2899	*invF*	18	129	7.2	invasion regulatory protein
STM2924	*rpoS*	19	129	6.8	RNA polymerase sigma factor
STM0629	*cspE*	9	125	13.9	cold shock protein E
STM2285	*glpB*	33	119	3.6	anaerobic glycerol-3-phosphate dehydrogenase subunit B
STM0736	*sucA*	42	110	2.6	2-oxoglutarate dehydrogenase
STM2445	*ucpA*	5	105	21.0	short chain dehydrogenase
STM1070	*ompA*	77	102	1.3	putative hydrogenase membrane component precurosr

a Gene names according to ColiBase (Chaudhuri et al., 2004)

b Based on 145,873 sequences

c Based on 122,326 sequences

d Enrichment factor calculated by the number of blastable reads from Hfq coIP over control coIP.

e Product according to KEGG (http://www.genome.jp/kegg/; (Goto et al., 1997)).

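The coIP-on-Chip data comprise 4 arrays, 2 with RNA recovered from the hfqFLAG strain (Hfq coIP) and 2 with RNA recovered with the same antibody from the untagged SL1344 strain (control coIP), all from cultures at an OD600 of 2. On each array the coIP RNA was hybridized together with genomic DNA, which serves as the common reference for every spot. The authors deposited the amplitude of both channels as intensities from which the spot software had already removed the local background, and the log2 ratio of coIP RNA to genomic DNA. They also deposited the probability, as a fraction, that a spot holds signal in each channel. The ratios had not been scaled between arrays, and their medians were -4.92 and -6.64 in the 2 control arrays and -3.37 and -4.46 in the 2 Hfq arrays.

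The RNA channel was weaker in the control coIP. Its median amplitude over the 21939 genomic oligonucleotides was 122 and 79.9 in control replicates 1 and 2, and 800 and 366 in Hfq replicates 1 and 2. The 636 control oligonucleotides had median RNA amplitudes of 64.9 and 53.1 in the control coIP and of 94.7 and 77.6 in the Hfq coIP, so that many genomic spots of the control arrays lay close to this level. A probability of RNA signal above 0.5 was given to 72.3% and 68.3% of the genomic oligonucleotides in the control coIP, and to 89.5% and 84.3% in the Hfq coIP. Median amplitudes of the genomic DNA channel were 3658, 8286, 7906 and 7784 in the same order of arrays.

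For the comparison, each array's log2 ratios were centred on their median, in place of loess or quantile normalization. Oligonucleotides that carried the lowest quality grade on any array were left out, which removed 117 and left 21822. Each was tested with limma between the 2 Hfq and the 2 control arrays. Centring assumes that the median oligonucleotide is equally recovered in both coIPs, and without it the ratios of most oligonucleotides are higher in the Hfq coIP. The small number of arrays limits the precision of every value.

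**Figure D2:**
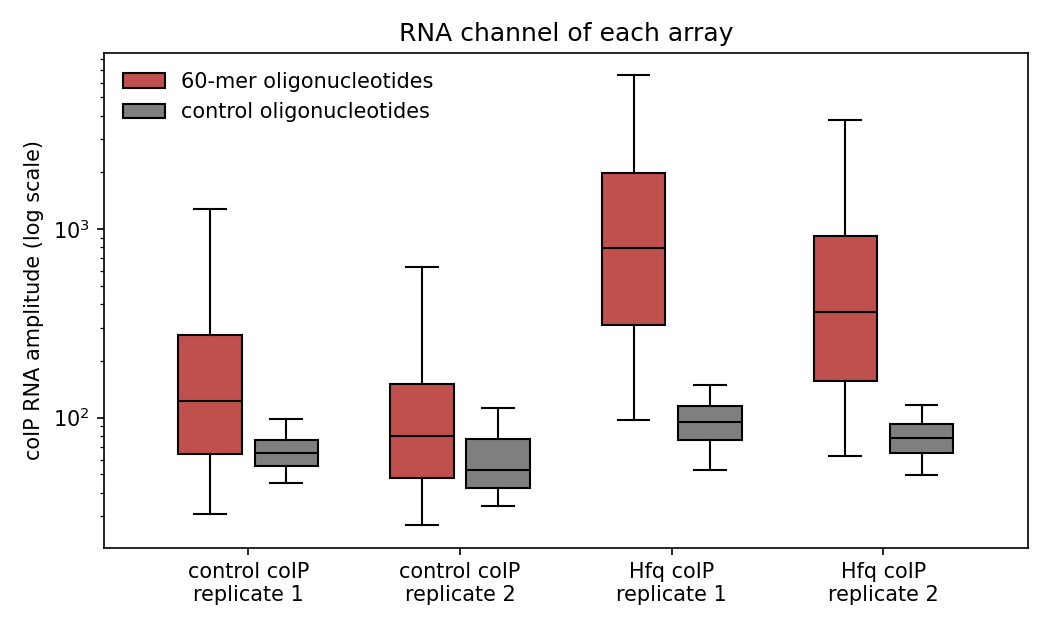
Amplitude of the coIP RNA channel on a log scale for each of the 4 arrays, with the genomic oligonucleotides in red and the control oligonucleotides in grey. Lines mark medians, boxes the quartiles and whiskers the 5th and 95th percentiles, and the medians of the genomic oligonucleotides are 122 and 79.9 in the control coIP against 800 and 366 in the Hfq coIP.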

To validate our cDNA sequencing approach for the detection of Hfq-bound mRNAs by the conventional approach, we hybridized the RNA obtained from Hfq and control coIP to a *S.* Typhimurium oligonucleotide microarray. 

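Of the 21822 oligonucleotides tested, 840 were enriched in the Hfq coIP and 317 were depleted (limma, two-sided, Benjamini-Hochberg adjusted p below 0.01). All 840 were higher in both same-numbered pairs of arrays, and their log2 enrichment ranged from 1.75 to 5.30 with a median of 2.34. As they were selected on these same arrays for large differences, their direction in both pairs is no separate check. The median SD of the log2 ratio between replicates was 0.34. These are counts of oligonucleotides and not of mRNAs, since the arrays name each spot by its genomic segment and print number, and the association with genes was not used here. SAM, the test named in the paper, was rebuilt with all 6 label permutations and called 1640 oligonucleotides enriched and 51 depleted at an FDR below 0.01. At least 3-fold higher values, without a test, were seen for 1475 oligonucleotides.

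The replicate numbers of the sample labels were also used as a block. The paper refers to samples from 2 independent pull-down experiments, so same-numbered coIPs may have been made together. The labels do not state this, and the main fit leaves the pairing out. Deviations of same-numbered arrays from their group means had a correlation of 0.34 across oligonucleotides, and with this pairing 2665 oligonucleotides were enriched and 3786 depleted. This block gave the highest counts of all alternatives. The lowest came from loess normalization within each array and from the RNA channel alone, each with 0 enriched and 0 depleted oligonucleotides at the same threshold, while 905 and 2869 were higher at an unadjusted p below 0.05. At an FDR of 0.05, loess gave 35 enriched and 0 depleted oligonucleotides, and the RNA channel alone gave 1537 and 2784.

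Oligonucleotide 20582, in the segment of the SL1344 chromosome from 2430001 to 2440000, had the largest log2 enrichment of the enriched oligonucleotides, 5.30 (standard error 0.43, limma adjusted p = 0.000559), with 5.11 and 5.48 in the 2 pairs. In the RNA channel alone its log2 enrichment was 2.28, the rest coming from the genomic DNA channel. Oligonucleotide 19308, between 4490001 and 4500000, followed with 4.90 (standard error 0.35, limma adjusted p = 0.000559). Its RNA amplitudes in control replicates 1 and 2 were 120.9 and 79.6. The 95th percentiles of the control oligonucleotides there were 98.0 and 112.7, so this enrichment is measured against a control signal near background. Among the depleted oligonucleotides lower in both pairs, the largest decreases were those of oligonucleotides 8981 and 2875, both between 420001 and 430000, with log2 values of -3.75 and -3.45 (standard errors 0.36 and 0.38, limma adjusted p = 0.000995 and 0.00148). Without centring these decreases were -1.89 and -1.58 (standard error 1.09 for both) and did not pass the threshold, and under loess they were -0.10 and -0.41. None of the oligonucleotides named here had a genomic DNA signal above the 25th percentile on every array.

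**Figure D3:**
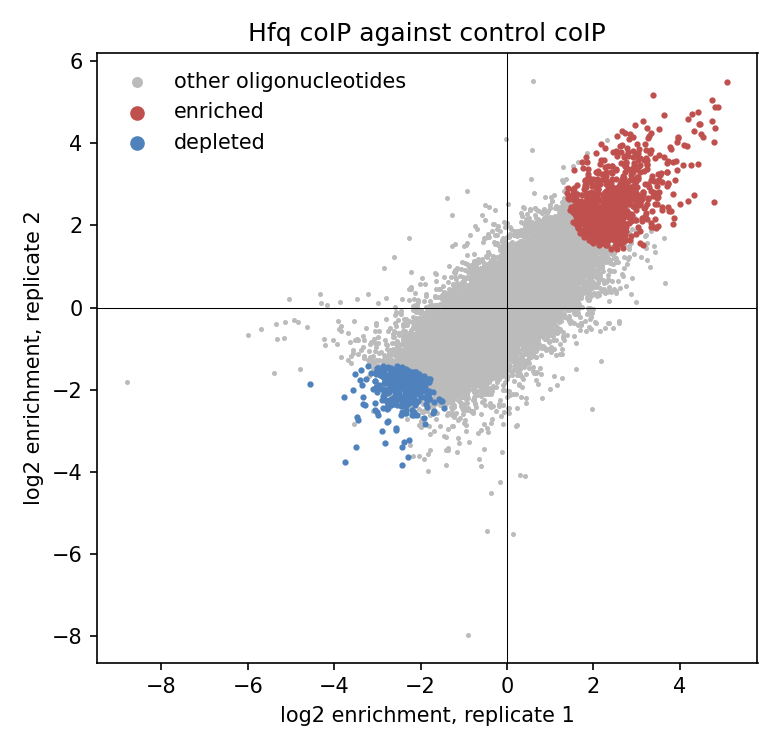
Log2 enrichment in the Hfq coIP over the control coIP for replicate 1 (horizontal) and replicate 2 (vertical), with one point per oligonucleotide tested. The 840 enriched oligonucleotides (red) are above 0 in both replicates and the 317 depleted ones (blue) are below 0 in both.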

Analysis of this coIP-on-Chip experiment with SAM-software (Statistical Analysis of Microarrays; FDR<0.01) identified 365 enriched mRNAs. 

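Table S5 was joined by gene name to Table S4, which lists the mRNAs recovered by at least 10 cDNAs in the Hfq coIP library. The join found 165 of the 364 genes in Table S5, or 45.3% (95% Wilson interval 40.3% to 50.5%), against 16.4% of the 4425 annotated ORFs that Table S4 lists. The paper's own marks in Table S5 cover 163 genes (44.8%). From the sizes of the 2 lists, 59.8 shared genes would be found (Fisher's exact test, two-sided, odds ratio 5.16, p = 1.61e-42). The background of 4425 ORFs includes genes that may have no oligonucleotide on the array. The test takes genes as independent, though genes of the same operon can share a transcript. Highly expressed genes may be found more easily by both methods, which was not tested. When genes of Table S4 with a scaled cDNA enrichment below 3 were left out, the share was 43.1%. On the arrays themselves, all 840 enriched oligonucleotides had RNA detected on both Hfq arrays, and 108 of them (12.9%) had no RNA detected on either control array. The oligonucleotides were selected for high ratios on the Hfq arrays, so their detection there is no separate check.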

Nearly half (45%) of these mRNAs corresponded to regions identified by the deep sequencing approach (Table S5; *P*<10e-10). The overlap increased to 67% when genes that showed enrichment values above 5 were taken into consideration. 

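In Table S5, 81 genes have an enrichment above 5, and 55 of these (67.9%, 95% Wilson interval 57.1% to 77.1%) were joined to Table S4. Of the 283 genes at or below 5, 110 (38.9%) were joined. With genes taken as independent, the difference between the 2 groups of genes was larger than chance would give (Fisher's exact test, two-sided, odds ratio 3.33, p = 4.29e-06). Highly expressed genes may rank higher by both methods, which was not tested, so the difference does not separate binding from abundance. On the arrays, 431 of the 840 oligonucleotides enriched by limma were enriched above 5-fold. With SAM, the test named in the paper, 451 of 1640 were.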

Although coIP-on-Chip displays a lower sensitivity than deep sequencing these two independent methods do generate comparable results for the identification of mRNA-protein interactions.

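RNA was detected on both Hfq arrays for 83.8% of the oligonucleotides tested, and on both control arrays for 63.3%. With 2 arrays per group, the smallest log2 enrichment that passed the threshold of limma without the replicate block was 1.75. Within groups, the centred log2 ratios correlated with r = 0.94 between the control arrays and r = 0.96 between the Hfq arrays across oligonucleotides, which are not independent replicates, while the correlations between groups lay between 0.80 and 0.86. For the 165 genes found in both Table S4 and Table S5, the paper's array enrichment and the cDNA enrichment scaled to mapped reads had a Spearman rho of 0.21 across genes (permutation test, p = 0.00708, 100000 resamples). For the 66 of these genes with at least 30 cDNAs in the Hfq coIP library, rho was 0.25 (permutation test, p = 0.0407). All these genes had passed the thresholds of both lists, which can narrow the range of the values. The array values also average only the significantly enriched oligonucleotides of a gene. The rho therefore does not measure how alike the methods are over all genes. The paper states that the array is the less sensitive method and that both methods give comparable results.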

Genome annotations of protein-coding genes are generally limited to the mRNA coding regions (CDS). Whilst Tables 3 and S4 list absolute hit numbers in annotated CDS, the detailed analysis of cDNA distribution over a given mRNA gene often revealed a more complex picture. For example, the number of *ompA* cDNAs does not drastically differ in the two libraries (Hfq coIP, 102; control coIP, 77), which would question whether *ompA* is an Hfq-bound mRNA. However, up to 12-fold enrichment is seen in some sections of the *ompA* mRNA, e.g., around the AUG and in the central CDS (Figure 7B). Note that the availability of cDNA hit numbers for every single nucleotide of the *Salmonella* chromosome offers the possibility to also analyze 5′ and 3′ UTRs of mRNAs, which are not included in Tables 3 and S4, but could also be targeted by Hfq.

Figure 8A further illustrates the complex enrichment patterns of diverse mRNAs, some of which may be explained by previous data obtained for these transcripts, as discussed below. *i)* cDNAs of Hfq-bound mRNAs of *hilD* (encoding a key transcription factor of the *Salmonella* invasion gene island, SPI-1), *fliC* (which encodes a major flagellin), or *flhDC* (encoding the major transcription factor of the *Salmonella* flagellar genes) were distributed over the entire length of the relevant gene, including the ∼300 nt 3′ UTR in the case of *hilD*. Either Hfq does target such a large number of sites on these three mRNAs, or alternatively, given that Hfq is a ribosome-bound protein, these cDNAs may derive from polysome-bound mRNAs. *ii)* cDNAs of *ompD* were also distributed over the entire *ompD* locus, and abruptly ended 50 nt downstream of the *ompD* stop codon, at the predicted Rho-independent terminator; a major cDNA cluster was observed around the *ompD* AUG start codon, i.e. the −70 to +19 region (for separate display of control coIP, Hfq coIP, and enrichment curves see Figure 7A). Intriguingly, this particular region binds Hfq with high affinity *in vitro* (*k*_D_≤1 nM; [32]). Binding of Hfq to the *ompD* AUG region may control translation initiation analogous to the Hfq-mediated repression of the *E. coli ompA* mRNA [18]. Similarly, cDNAs representing *dppA* clustered at the 5′ end of this mRNA, from the transcriptional +1 site into the N-terminal (signal peptide) coding region. The Hfq-dependent sRNA, GcvB, is known to target the *dppA* 5′ UTR [58], and our data suggest that Hfq-binding to this *dppA* region could enhance GcvB action. *iii)* cDNA clones of the ∼10kb *flgBCDEFGHIJKL* mRNA (flagellar components) were almost exclusively derived from the terminal, 80 nt region downstream of the *flgL* stop codon which includes the terminator. It is possible that Hfq controls flagellar operon mRNA expression through modulation of mRNA decay initiating at the 3′ end. *iv)* Almost all of the 48 cDNAs of the dicistronic *glmUS* mRNA mapped in two clusters to the *glmUS* IGR (188 nt). cDNAs of the upstream cluster start with the adenosine of the *glmU* UGA stop codon and span the first 73 nt of the IGR. In *E. coli, glmUS* mRNA undergoes RNaseE-dependent cleavage within the *glmU* UGA to generate a monocistronic *glmS* mRNA [65],[66]; the *glmS* mRNA is activated by the GlmZ sRNA, which binds Hfq [49] and the *glmUS* IGR [19]. As mentioned for GcvB/*dppA*, Hfq is likely to aid the binding of GlmZ to the *glmUS* mRNA in the region of the two clusters of cDNAs.

It is worth noting that the extended steps of lysate preparation and antibody incubation involved in the Hfq coIP protocol do cause some mRNA degradation [17]. Our Northern blots did not detect full-length mRNA in the RNA samples from the *Salmonella* Hfq coIP (data not shown). We believe that the sequenced cDNAs were synthesized from a mixture of shorter cDNA fragments, rather than from intact transcripts of several kb in length. The short cDNAs that were prepared from Hfq coIP have the advantage of favoring the primary Hfq binding region.

To confirm that Hfq bound to enriched mRNA regions, corresponding fragments of the *dppA*, *glmUS, flhD* and *hilD* mRNAs were *in vitro-*synthesized, and analyzed in gel mobility shift assays (Figure 8B). These RNA fragments were fully shifted by addition of ≤50 nM Hfq hexamer, which suggested significantly stronger binding than to the previously tested, non-specific *metK* mRNA (*k*_D_≥250 nM; [32]) which is not regulated by Hfq and was not recovered by Hfq coIP (Tables S1 and S4). Thus, the cDNA sequences appear to represent high-affinity, primary binding sites of Hfq on mRNAs.

### Mechanisms of Pleiotropic Hfq Effects in Virulence and Flagellar Pathways

Our analyses revealed an intriguing relationship between the transcriptomic and deep sequencing data; the genes belonging to some regulons were consistently down-regulated in the Δ*hfq* mutant, yet Hfq only associated with a few of the relevant mRNAs. For example, the transcriptomic data showed that the entire SPI-1 pathogenicity island was down-regulated in the Δ*hfq* mutant, but the Hfq coIP only showed a strong enrichment for a small subset of SPI-1 genes (*hilC, hilD*, *invFGAC, sicA, sip operon, prgHK,* and *orgB*; Tables S1, S4 and Figures 4, S4). Of these, *hilD* encodes the primary transcriptional activator of the SPI-1 region [67]. We hypothesized that loss of Hfq-association with *hilD* mRNA in Δ*hfq* causes loss of HilD protein synthesis, and thereby one of the strongest *hfq* phenotypes, i.e. loss of SPI-1 activation and virulence factor (effector protein) secretion. If so, ectopic HilD overexpression should restore SPI-1 effector secretion to Δ*hfq*. As predicted, overproduction of HilD from a P_BAD_ expression plasmid restored SPI-1 effector secretion to almost wild-type levels in the absence of Hfq (Figure 9A; compare lanes 1 and 4), and also rescued expression of the PrgI needle protein indicative of a functional SPI-1 secretion apparatus (data not shown). In contrast, ectopic production of HilA, the SPI-1 transcription factor that acts downstream of HilD, failed to influence the secretion defect of Δ*hfq*. Preliminary data from gentamicin protection assays that assess epithelial cell invasion of *Salmonella*, suggests that overexpression of HilD increased the invasion rate of the Δ*hfq* strain by a factor of ten (data not shown). Thus, by identifying the *hilD* mRNA as a direct Hfq target, we have revealed the mechanism of part of the pleiotropic virulence defect of the Δ*hfq* strain.

In an analogous situation, 87% of the flagellar genes were down-regulated in the Δ*hfq* mutant, yet Hfq primarily bound to the *fhlDC* (class I genes), *flgMN*, *flgKL, fliAZ*, *fliD*, *fliI* and *fliP* mRNAs (class II genes) and *fliC* mRNA (class III gene; Tables S1, S4 and Figure S4). *fhlDC* encodes the key transcription factor of the flagellar gene cascade, and we predicted that loss of this mRNA would account for much of the flagellar defect of Δ*hfq*, which is associated with strongly reduced levels of the major flagellin, FliC (Figure 9B). Ectopic expression of *flhDC* restored the levels of FliC to almost wild-type levels in the Δ*hfq* strain carrying the pBAD-*flhDC* plasmid (Figure 9B). We note, however, that the previously reported non-motile phenotype of Δ*hfq* on swim agar plates [32] was not rescued by *flhDC* overexpression (data not shown), presumably because the FlhD_2_C_2_-independent chemotaxis genes required for full motility are also down-regulated in the absence of Hfq (Table 1).

## Discussion

To understand how bacterial RNA binding proteins such as Hfq mediate the control of global gene expression at the post-transcriptional level, direct targets need to be identified. The first approach that was used to do this in a global fashion involved detection of RNA co-immunoprecipitated with Hfq-specific antibodies on high-density oligonucleotide microarrays, and identified new *E. coli* sRNAs and interesting properties of Hfq [17]. Similarly, microarray-based detection following co-immunoprecipitation of eukaryotic mRNA–protein complexes (mRNPs) identified endogenous organization patterns of mRNAs and cellular proteins [68]. Epitope-tagging of the yeast La homolog was successfully used for global coIP analysis [69]. However, the requirement for custom high-density microarrays and/or species-specific antibodies has impeded similar studies in other organisms. It is now apparent that the ideal sRNA discovery approach would not only detect sRNAs, but would also define their exact sequence. Given the typical genome size of model bacteria (∼5 Mb), a high-density oligonucleotide microarray with ∼10 million oligonucleotide probes would be required to achieve single basepair resolution. Such arrays do not exist for any organism, and even today's high-density arrays (with 0.5 million features) come with extraordinarily high set-up and printing costs, and are available for very few bacteria. Our strategy remedies these technical and financial limitations.

The identification of Hfq-associated RNAs in *Salmonella* is based upon a powerful chromosomal epitope-tagging approach [70], followed by coIP with a commercially-available antibody, and sequencing of hundreds of thousands cDNAs. The earlier shotgun-cloning studies in bacteria [50],[54],[71] and many other organisms (reviewed in [72],[73]) were limited by costly Sanger-type sequencing of individual cDNA inserts from plasmid vectors. The deep sequencing approach described here avoids a cloning step, and is able to detect small RNAs with unparalleled sensitivity by defining the 5′ and 3′ ends of transcripts at basepair resolution.

Deep sequencing of cDNAs has identified the small RNA component of eukaryotic transcriptomes (e.g., [74],[75]), and new classes of noncoding RNAs associated with eukaryotic RNA-binding proteins [76],[77]. These studies primarily focussed on the class of 20–30 nucleotide long microRNAs and siRNAs, and typically included size-fractionation steps. Bacterial riboregulators are considerably larger (80-250 nucleotides), and we show that even without prior size fractionation, deep sequencing can capture and define the termini of these large sRNAs.

Our analysis extends the tally of confidently identified sRNAs to 64 in the model pathogen, *S.* Typhimurium (Table 2). Thirty eight of these are conserved sRNAs that were initially identified in *E. coli*, but only a few of their homologues have previously been shown to be expressed in other enteric bacteria [58],[59],[60],[61],[62],[63],[78],[79]. A recent study of the widely conserved DsrA and RprA sRNAs [80] failed to validate their expression and/or function in *Salmonella* [81]. Our observation of 149 (DsrA) and 286 (RprA) cDNAs in the Hfq coIP libraries (versus 6/37 in the control library), unequivocally confirmed that these important stress response regulators are both expressed and Hfq-associated. The finding, from this and other studies, that highly-conserved sRNAs are commonly expressed at the transcriptional level should prove useful to researchers working in other bacterial systems.

A significant number of the Hfq-associated cDNAs correspond to sRNA loci that are absent from *E. coli* ([46],[55] and Table 2). Of these, *invR* exemplifies a sRNA gene that was likely horizontally acquired with the SPI-1 virulence region, early in *Salmonella* evolution [46]. Intriguingly, InvR is the most frequently recovered sRNA (>3,000 cDNAs in the Hfq coIP library), which shows that our approach is not only effective for detecting conserved, but also species-specific sRNAs of recently acquired pathogenicity regions. Horizontal transfer of virulence islands is a driving force in the evolution of bacterial pathogens [82], and knowledge of the functional elements of these islands is key to understanding pathogenesis. Whereas ORF identification in such islands has become routine, island-specific sRNAs are more difficult to recognize by bioinformatic-based approaches.

Besides confirming InvR, the present study found evidence for the expression of five of the 47 *Salmonella* sRNA candidate loci listed by Pfeiffer *et al.* [46], who predicted orphan promoter/terminator pairs in IGRs (Table S3 and Figure 2). One of these, i.e. STnc250, has turned out as a small mRNA gene (see above). While this study was in progress, others reported the discovery of 18 *Salmonella* expressed sRNA loci [55]. We recovered cDNAs of 8 of these sRNAs (*isrB*-1, *C*, *E*, *I-L*, and *P*; Table 2). The fact that 10 of these sRNAs were not recovered probably reflects their low-level expression under the growth condition used here [55]. This observation suggests an improvement that could be made to our method. RNomics- or microarray-based sRNA discovery methods require sRNAs to be expressed under the chosen assay condition, unlike bioinformatics-aided approaches that score for orphan transcription signals and primary sequence conservation [49],[51],[83],[84] or for conservation of RNA structure [53]. Thus, future studies combining several different growth conditions with increasing sequencing depth are likely to identify even more novel sRNAs.

Regarding the sensitivity of our approach, it is remarkable that RyeB sRNA was found in 653 Hfq cDNAs and 24 Control cDNAs (Table 2); RyeB is late stationary phase-specific [49],[50], and barely detectable by probing of *Salmonella* RNA from the coIP assay condition by Northern blot (unpublished results). Moreover, the 24 cDNAs recovered from the control library, i.e. without Hfq coIP, suggest the exciting possibility that deep sequencing of total RNA, without prior enrichment or size-fractionation, will prove to be a successful approach for sRNA discovery. Like any other global method for RNA identification [85],[86], our approach is likely to show certain biases, e.g., caused by cross-hybridization in the immunoprecipitation step, or from the limited ability of reverse transcriptase to deal with stable RNA structures in cDNA synthesis, and these will need to be studied in more detail. However, it is clear that deep sequencing resolved the termini of many expressed and/or Hfq-bound sRNAs at basepair resolution (Figure 5), which has not been achieved by other methods.

The combination of HTPS of co-immunoprecipitated sRNAs and mRNAs with transcriptomics partly explains how Hfq acts as a pleiotropic regulator of *Salmonella* gene expression. Transcriptome analysis under two different growth conditions suggests that Hfq regulates the expression of nearly a fifth of all *Salmonella* genes. This proportion of Hfq-dependent genes is similar to *Pseudomonas aeruginosa* (∼15% of all genes; [87]), but bigger than for *E. coli* (6.3%; [42]), or *Vibrio cholerae* (5.6%; [30]). However, the different growth conditions and scoring parameters used for these other organisms preclude a direct comparison with our *Salmonella* data. Nonetheless, the strong impact of Hfq on the σS and σE stress regulons that we observed is consistent with the findings in *E. coli* [42] and in part in *V. cholerae* (σE; [30]), and expands the previous work on *Salmonella* σS and σE regulated genes [34],[43],[44],[88],[89],[90],[91] to a global level. Importantly, our combined transcriptomic and coIP data revealed that Hfq exerts a direct role in gene expression through the control of specific check-points in other well-defined transcriptional regulons, such as HilD in the SPI-1 virulence regulon, and FlhD_2_C_2_ in the flagellar gene expression cascade.

Transcriptomic profiling by itself is clearly unable to differentiate between transcriptional and post-transcriptional effects of Hfq. In contrast, enrichment of a regulated mRNA in the Hfq library has successfully hinted at post-transcriptional regulation by sRNAs. For example, the observation of OmpX overproduction in *Salmonella* Δ*hfq,* combined with *ompX* mRNA enrichment by Hfq coIP in *E. coli* [17], led to the prediction that OmpX synthesis is repressed by an Hfq-dependent antisense sRNA; this sRNA was subsequently identified as CyaR in *Salmonella* [63]. Tables 2 and 3 confirm that both *ompX* mRNA and CyaR strongly associate with *Salmonella* Hfq (22.8-fold and 21.2-fold enrichment, respectively). Our current data set comprises several hundred such candidate mRNAs (Table S4); this catalogue contains many experimentally confirmed targets of *Salmonella* sRNAs, e.g., the *dppA, fadL*, *ompD,* or *oppA* mRNAs [34],[46],[58],[59]. Integrating the score for Hfq-association deduced from our experiments, and–where applicable–from the available *E. coli* data [17] into available algorithms such as TargetRNA [92] could significantly improve target predictions for the large class of Hfq-dependent sRNAs.

Such predictions bring new understanding to the pleiotropic phenotypes caused by the absence of Hfq in *Salmonella* [32]. The fact that the *Salmonella hfq* mutant is attenuated for virulence can now be explained by the requirement of Hfq for the expression of all but one key pathogenicity islands of *Salmonella* (SPI-3). In the SPI-1 invasion gene island, HilD acts at the top of a transcription factor cascade to activate SPI-1 genes, and to mediate secretion of effector proteins by the SPI-1 type III secretion system (reviewed in [67],[93]). The levels of *hilD* mRNA were sevenfold reduced in Δ*hfq*, but the unchanged activity of a *hilD* promoter fusion in this background (unpublished data) argues against direct transcriptional control by Hfq. Rather, the 7.5-fold enrichment of *hilD* cDNAs by Hfq coIP (Table S4) suggests that *hilD* is post-transcriptionally activated in a Hfq-dependent process, presumably involving an unknown sRNA. Our demonstration that SPI-1 virulence factor secretion is fully restored by HilD overproduction in Δ*hfq* raises the exciting possibility that post-transcriptional *hilD* activation could be key event in *Salmonella* invasion of epithelial cells.

We expect Hfq to have further roles in SPI-1 expression since the protein seems to bind to many mRNAs encoded by this pathogenicity island (Figures 4 and S4). Interestingly, SPI-1 has a significantly higher AT content than the rest of the *S.* Typhimurium chromosome [40], predicting that SPI-1 mRNAs are AU-rich. Coincidently, Hfq primarily recognizes AU-rich single-stranded regions in RNAs [12],[94],[95],[96]. This type of sequence is also recognized by the major endoribonuclease, RNase E, and Hfq has been shown to protect certain RNAs by competitive binding to RNase E sites [97],[98]. It is tempting to speculate that Hfq could reduce the impact of DNA from foreign sources by controlling expression of newly acquired AT-rich genes at the RNA level, similar to the role of the H-NS DNA-binding protein in controlling such genes at the DNA level [99],[100],[101].

Collectively, the present study provides the first picture of the impact of Hfq on *Salmonella* gene expression at both the transcriptional and post-transcriptional level. We believe that more detailed inspection of this freely available data set, in particular of the remaining ∼60% of the chromosome that remains to be fully analyzed, as well as sampling under different growth conditions, will expand the gamut of *Salmonella* small mRNA and noncoding RNA genes. In addition, the available data sets should help to discover whether Hfq controls the expression of *cis*-antisense sRNAs that overlap with mRNA coding regions [54], or whether certain *Salmonella* tRNAs are selectively associated with this protein [22],[23].

Bacterial genomes encode a large number of RNA binding proteins [102], including globally acting proteins such as the CsrA/RsmA [48] and Csp families [103]. Our generic method will identify the RNA targets of these proteins in any genetically tractable bacterium.

## Materials and Methods

### Bacterial Strains, Plasmids, and Oligodeoxynucleotides

The *Salmonella enterica* serovar Typhimurium strains used in this study were: JVS-0255 (Δ*hfq*::Cm^R^, [32]), JVS-1338 (*hfq* ^FLAG^, [46]), and the isogenic wild-type strain SL1344 [104]. Plasmid pKP8-35 [59] served as a pBAD control plasmid. The SPI-1 transcription factor, HilA, was expressed from pCH-112 [105], and HilD from plasmid pAS-0045 (which carries a *hilD* PCR fragment obtained with primer pair JVO-686/-687 amplified from *Salmonella* DNA, inserted into plasmid pLS-119 [106] by *Nco*I/*EcoR*I cloning). The FlhDC expression plasmid, pAS-0081, was constructed by inserting a PCR fragment obtained with primers JVS-2152/-2153 into plasmid pBAD/*Myc*-His A (Invitrogen) by *Nco*I/*Xho*I cloning. All cloning procedures where carried out in *E. coli* strain Top10 (Invitrogen). Table S6 lists the sequences of oligodeoxynucleotides used in this study for cloning and T7 transcript generation.

### Bacterial Growth and L-arabinose Induction

Growth in Lennox (L) broth (220 rpm, 37°C) or on L-plates at 37°C was used throughout this study. Antibiotics (where appropriate) were used at the following concentrations: 50 µg/ml ampicillin, 30 µg/ml chloramphenicol. For early stationary phase (ESP) cultures, 30 ml L-broth in 100 ml flasks were inoculated 1/100 from overnight cultures and incubated at 37°C, 220 rpm to an optical density of 2. For SPI-1 induced cultures, 5 ml L-broth containing NaCl (final concentration 0.3 M) was inoculated from single colonies; incubation was carried out for 12 hours at 37°C, 220 rpm in tightly closed 15 ml Falcon tubes. For SPI-2 induced cultures, 70 ml SPI-2 medium [107] in 250 ml flasks were inoculated 1/100 from overnight cultures grown in the same medium. Bacteria were grown at 37°C, 220 rpm until the culture reached an OD of 0.3. For HilA, HilD, and FlhDC expression from pBAD-derived plasmids, growth media were supplemented with 0.1% L-arabinose.

### Transcriptomic Experiments

Strain SL1344 and JVS-0255 (Δ*hfq*) were grown in L-broth either to an OD_600_ of 2 (ESP aerobic growth), or for 12 hours under SPI-1 inducing conditions. RNA extraction and data generation were carried out as described with SALSA microarrays [59]. The complete dataset is available at GEO under accession number GSE8985.

### SDS PAGE and Western Blot for Protein Quantification

Proteins were resolved by SDS PAGE (12% gels). For Coomassie stain or Western analysis, proteins equivalent to 0.1 OD or 0.05 OD, respectively, were loaded per lane. For FliC detection, strains SL1344 and JVS-0255 carrying the indicated plasmids were grown to an OD of 1, and induced with L-arabinose. Growth continued for one hour, and whole cell and secreted protein fractions were analyzed as described in [32]. FliC was detected using a monoclonal FliC antibody (BioLegend).

### RNA Isolation and Northern Blot Analysis

RNA was prepared by hot phenol extraction [108], followed by DNase I treatment. After separation on 5% polyacrylamide (PAA) gels containing 8.3 M Urea, or agarose gels, respectively, RNA was transferred onto Hybond-XL membrane (Amersham). 5 or 10 µg (PAA gels) or 20 µg (agarose gels) RNA was loaded per sample. For detection of new transcripts γ-ATP end-labeled oligodeoxyribonucleotides were used (see Table S7).

### Gel Mobility Shift Assay of *In Vitro* RNA

DNA templates carrying a T7 promoter sequence were generated by PCR using genomic DNA and primers as listed in Table S6. For *dppA* oligonucleotides JVO-1034/1035 (the fragment covers the *dppA* region from positions −163 to +73 relative to the start codon) were used. For the PCR of the intergenic region of *glmUS* primer JVO-2471/2472 were used, resulting in a product starting 38 nucleotides upstream of the *glmU* stop codon and extending to nucleotide 113 in the intergenic region. For *flhD*, oligonucleotides JVO-2284/-2285 were used, to yield a fragment that covers *flhD* from position −59 to +38 relative to the start codon. The *hilD* fragment (oligonucleotides JVO-2286/-2287) spans region +400 to +600 relative to the start codon.

*In vitro* transcription was performed using the MEGAscript High Yield Transcription Kit (Ambion, #1333), followed by DNase I digestion (1 unit, 15 min, 37°C). Following extraction with phenol:chloroform:isopropanol (25∶24∶1 v/v), the RNA was precipitated overnight at -20°C with 1 vol of isopropanol. RNA integrity was checked on a denaturing polyacrylamide gel. RNA was 5′ end-labeled and purified as described in [59].

Gel mobility shift assays were carried out as described in [32]. In brief, labeled RNA was used in 10 µl reactions at a final concentration of 4 nM. Hfq was added to a final concentration in the range of 1.25 to 150 nM of the hexamer. After incubation for 10 min at 37°C complexes were separated on 6% native PAA gels at 4°C. Signals were detected with a Fuji PhosphorImager.

### coIP and Sequence Analysis

Strains SL1344 and JVS-1338 (*hfq* ^FLAG^) were grown in L-broth under normal aeration at 37°C to ESP. Co-immunoprecipitation was carried out using the protocol published in [46]. For pyrosequencing and coIP-on-Chip experiments, samples of two independent pull down experiments were used. cDNA cloning and pyrosequencing was performed as described for the identification of eukaryotic microRNA [109] but omitting size-fractionation of RNA prior to cDNA synthesis. Microarrays used for the coIP-on-Chip experiments were designed and produced by Oxford Gene Technology (Kidlington, UK). They consist of 21,939 60-mer oligonucleotides tiled throughout the *S.* Typhimurium SL1344 NCTC13347 genome and 636 control oligonucleotides. 

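Each of the 4 arrays held 22575 spots, of which 21939 were genomic oligonucleotides and 636 were control oligonucleotides. Of the genomic oligonucleotides, 20976 were named after 488 segments of the SL1344 chromosome, which end at position 4878012. The remaining ones were named after 3 plasmids, with 435 for the Col plasmid, 484 for pSLT and 44 for pRSF. The lowest quality grade was given to 58 and 60 genomic oligonucleotides on the control arrays, and to 2 and 7 on the Hfq arrays. No spot had been excluded by hand or by the software.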

The SL1344 sequence was obtained from the Sanger Institute (Hinxton, UK) website (http://www.sanger.ac.uk/Projects/Salmonella/). As this genome is not yet fully annotated, the oligonucleotides were associated with corresponding *S*. Typhimurium LT2 genes or intergenic regions, if conserved in both organisms. Full description of the microarray and protocols used for generating and analysing the data are associated with the dataset deposited in the GEO data repository (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE10149. For detailed description of data analysis using the Integrated Genome Browser see the Supplementary Text S1. In brief, cDNA reads ≥18 nt were mapped to the *Salmonella* chromosome and hits per nucleotide were calculated along the entire genome. To calculate *enrichment factors* for Hfq coIP, the Hfq cDNA number was divided by Control cDNA number at each position of the genome, following normalization to the total number of mapped reads. Upon upload of the *Salmonella* genome sequence and annotation from Genbank (NC_003197.fna and NC_003197.gff), the two graphs for each library were loaded into the Integrated Genome Browser (IGB) of Affymetrix (version IGB-4.56), which can be directly launched by Java Web Start at http://www.affymetrix.com/support/developer/tools/download_igb.affx or downloaded from http://genoviz.sourceforge.net/.

## Supporting Information

Figure S1 Expression levels of RpoE and RpoS in wild-type and Δ*hfq* cells. Samples were taken from wild-type and Δ*hfq* strains grown under standard conditions to early stationary phase (OD_600_ of 2) or for 12 hours under SPI-1 inducing conditions, respectively. (A) Analysis of mRNA level by real time PCR for *rpoE*, *degP*, and *rpoS* mRNA. (B) Whole cell proteins were separated by 12% SDS PAGE and sigma factors detected via Western blot. Expression levels of each protein were determined by densitometry and are given as a percentage of the wild-type level of expression below each gel.
(0.29 MB TIF) Click here for additional data file.

Figure S2 Northern detection of Hfq bound mRNAs. Total RNA was isolated from *Salmonella* at OD_600_ of 2. Northern blots based on agarose gel for detection of long transcripts showing the detection of six mRNAs.
(1.29 MB TIF) Click here for additional data file.

Figure S3 Expression levels of small peptide encoding mRNAs in *Salmonella*. RNA samples were either taken from wild-type or *hfq* mutant *Salmonella* at different growth stages (as in Figure 6 in the main manuscript), and probed for STnc250 and STnc570 over growth (A) or at early stationary phase (B).
(0.99 MB TIF) Click here for additional data file.

Figure S4 Hfq binds significantly to a few but not all mRNAs of the SPI-1 and the flagellar regulon. Shown are all genes belonging to the SPI-1 and the flagellar regulon. The level of Hfq-dependent gene regulation is shown as fold-change below each gene (taken from the transcriptomic dataset; Table S1). Representation of cDNAs in pyrosequencing is indicated by different colours (green: 1–10 clones, turquoise: 11–100 clones, orange: 101–500 clones, magenta: ≥501 clones).
(0.41 MB TIF) Click here for additional data file.

Figure S5 Expression of IstR-1 and IstR-2 in *Salmonella*. Northern analysis of istR transcripts. Total RNA was extracted from of *E. coli* K12 and *Salmonella* Typhimurium SL1344 cells grown to an OD_600_ of 2, exposed to Mitomycin C (0.5 µg/ml) for 30 min as described by [2]. Length is indicated according to marker sizes in nt. Full-length IstR-1 and IstR-2 are indicated by arrows.
(0.28 MB TIF) Click here for additional data file.

Table S1 Deregulated genes in Δ*hfq* at ESP.
(0.95 MB DOC) Click here for additional data file.

Table S2 Deregulated genes in Δ*hfq* after 12 hrs SPI-inducing conditions.
(0.21 MB DOC) Click here for additional data file.

Table S3 Coverage of known and candidate *Salmonella* sRNA loci in pyrosequencing data.
(0.26 MB DOC) Click here for additional data file.

Table S4 mRNAs in Hfq CoIP identified by ≥10 of 170,000 inserts in pyrosequencing data.
(0.81 MB DOC) Click here for additional data file.

Table S5 Genes that were significantly enriched in coIP-on-Chip and were identified by pyrosequencing.

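Table S5 lists 364 genes with the enrichment of the Hfq coIP over the control coIP on the arrays, averaged over those oligonucleotides of a gene that were significantly enriched, and a mark for genes also found among the pyrosequenced cDNAs. The listed enrichment ranges from 3.01 to 21.12 with a median of 3.88. The first genes of the paper's list are STM2506 (21.12), ybfM (19.29), STM1747 (17.1), aphA (15.51) and ytfK (14.23), with the paper's enrichment in parentheses. STM2506 and STM1747 carry no mark and were not found in Table S4. In Table S4, ybfM has 2 cDNAs in the control library and 29 in the Hfq library, aphA has 3 and 12, and ytfK has 6 and 191. In the arrays analysed here, 1475 of 21822 oligonucleotides reached a mean enrichment of 3-fold, of which 840 passed limma's threshold.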

(0.32 MB DOC) Click here for additional data file.

Table S6 Oligodeoxynucleotides used in this study.
(0.06 MB DOC) Click here for additional data file.

Table S7 Oligodeoxynucleotides used for Northern detection.
(0.05 MB DOC) Click here for additional data file.

Text S1 Supplementary material and methods.
(0.31 MB DOC) Click here for additional data file.

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S1 — Deregulated genes in Δhfq at ESP. (0.95 MB DOC)

**Table S1: Deregulated genes in *hfq*** at ESP

aGene names according to ColiBase [3]

b Product according to KEGG (http://www.genome.jp/kegg/; [4])

c Assignment according to [5]

d Assignment according to HGT-GB (http://www.tinet.org/~debb/HGT/; [6]

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S2 — Deregulated genes in Δhfq after 12 hrs SPI-inducing conditions. (0.21 MB DOC)

**Table S2: Deregulated genes in *hfq* after 12 hrs SPI-inducing conditions**

aGene names according to ColiBase [3]

b Product according to KEGG (http://www.genome.jp/kegg/; [4])

c Assignment according to [5]

d Assignment according to HGT-GB (http://www.tinet.org/~debb/HGT/; [6])

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S3 — Coverage of known and candidate Salmonella sRNA loci in pyrosequencing data. (0.26 MB DOC)

**Table S3: Coverage of known and candidate *Salmonella*** sRNA loci in pyrosequencing data

a Gene names of *Salmonella* sRNAs that have been experimentally proven here, and in previous studies. Method of identification is given in the third column. sRNA names follow *Salmonella* and/or *E. coli* nomenclature referenced in [7,8,9], except STnc470 to STnc630, which have been newly predicted in this study.

b Alternative sRNA IDs. References in [7,8,9].

c Evidence for sRNAs in *Salmonella*.

(I) Conserved sRNA found in *Salmonella* cDNA libraries, and previously shown to be expressed in *E. coli* (relevant ref. in [7]; Table 1).

(II) sRNA previously predicted and validated on Northern blots in *Salmonella* by [9].

(III) sRNA previously validated on Northern blots in *Salmonella* [1,7,10,11,12,13,14,15].

(IV) sRNA predicted through cDNA sequencing and validated by Northern blot analysis in this study.

(V) sRNA previously predicted by [11].

(VI) IstR sRNAs [2] were not recoverd in cDNA sequences but their expression in *Salmonella* validated by northern blot analysis in this study (Fig. S5).

d Flanking genes of the intergenic region in which the sRNA candidate is located.

e Orientation of sRNA candidate (middle) and flanking genes (→ and ← denote location of a gene on the

clockwise or the counterclockwise strand of the *Salmonella* chromosome).

f Genomic location of sRNA candidate gene according to the *Salmonella typhimurium* LT2 genome. For

STnc470 through STnc640 start and end of the entire intergenic region are given.

g Out of 145,873 sequences in total.

h Out of 122,326 sequences in total.

i Enrichment factor calculated by the number of blastable reads from Hfq coIP over control coIP.

j Denotes verification on Northern blot in this study for new RNA transcripts; the estimated size is given in nucleotides (np = not probed; nd = no detectable transcript).

k The cDNA reads map antisense internally of the IS200 element. Based on sequence identity they map to all IS200 elements (*tnpA_1* to *tnpA_6*).

l STnc250 and STnc570 contain small ORFs annotated as *ypfM* or *yneM*, respectively, in *E. coli* [16].

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S4 — mRNAs in Hfq CoIP identified by ≥10 of 170,000 inserts in pyrosequencing data. (0.81 MB DOC)

Table S4: mRNAs in Hfq CoIP identified by ≥10 of 170,000 inserts in pyrosequencing data

aGene names according to ColiBase [3]

bBased on 145,873 sequences

cBased on 122,326 sequences

dProduct according to KEGG ([http://www.genome.jp/kegg/](http://www.pubmedcentral.nih.gov/redirect3.cgi?&&reftype=extlink&artid=1810395&iid=129405&jid=379&FROM=Article|Body&TO=External|Link|URI&article-id=1810395&journal-id=379&rendering-type=normal&&http://www.genome.jp/kegg/); [4])

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S5 — Genes that were significantly enriched in coIP-on-Chip and were identified by pyrosequencing. (0.32 MB DOC)

**Table S5: Genes that were significantly enriched in coIP-on-Chip and were identified by pyrosequencing**

aGene names according to ColiBase [3]

bWhen several oligonucleotides displaying significant enrichment corresponded to a single gene, the average enrichment over those oligonucleotides is shown.

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S6 — Oligodeoxynucleotides used in this study. (0.06 MB DOC)

**Table S6: Oligodeoxynucleotides used in this study**

| Name | Sequence |
| --- | --- |
| JVO-0686 | GGCCATGGAAAATGTAACCTTTGTAAG |
| JVO-0687 | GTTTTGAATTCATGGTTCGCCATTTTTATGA |
| JVO-1034 | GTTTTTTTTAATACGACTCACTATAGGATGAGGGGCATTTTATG |
| JVO-1035 | TTGCTGCAACGGTCAT |
| JVO-1117 | TCAGCCATTTTGTGCGCTT |
| JVO-1118 | TTCAGGATCGACAACGCCTT |
| JVO-1234 | aggtttggcattgtcgcct |
| JVO-1235 | CTTTTTCGAGCATCGGTGC |
| JVO-1236 | ACTATTGAGTCCCTCCCGGAAG |
| JVO-1237 | ACCGGACAATCCATGATAGCC |
| JVO-1342 | TCGCTTGCCGATTCACATT |
| JVO-1343 | CAATTTCTTCCGCACTCGGT |
| JVO-2152 | GTTTTCCATGGGAACAATGCATAC |
| JVO-2153 | GTTTTCTCGAGAACAGCCTGTTCGATC |
| JVO-2284 | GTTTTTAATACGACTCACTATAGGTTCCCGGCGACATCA |
| JVO-2285 | ATGTGTTTTAGCAACTCGGATG |
| JVO-2286 | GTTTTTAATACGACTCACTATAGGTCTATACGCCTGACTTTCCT |
| JVO-2287 | TTACAGTTACTGCAACCTTTG |
| JVO-2405 | CCTATGGGAGCGCGGTG |
| JVO-2406 | GTCAGAATACGACATTTTGGTACTC |
| JVO-2446 | GATAACCTGAGACCCCCCTG |
| JVO-2447 | AATACCCCCAAAAGCATTCG |
| JVO-2448 | ATATAAACGCGCCAGTCCAT |
| JVO-2471 | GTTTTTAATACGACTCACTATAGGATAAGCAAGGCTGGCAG |
| JVO-2472 | GCCTTGTAGAGAGTGGGG |
| JVO-3140 | CGGGTGGGATGAAATCGTAA |
| JVO-3141 | TTAGTGTCTGGCGAAACGCT |
| JVO-3142 | GTTGCTGCGGTGTAATAAGACA |
| JVO-3143 | TACGTTTGAGCTCAGGGTCG |
| JVO-3249 | AGAGAGTCAGCGCCGGG |
| JVO-3250 | AATTAAAACCACCCGCCG |
| JVO-3251 | CAGGCTACCAACCACCTCC |
| JVO-3252 | TATGGAGCGCAACGCC |
| JVO-3253 | GCGGTCTGGTGTACCTTCC |
| JVO-3254 | CGGGTCATCTTTCAGGCTG |
| JVO-3255 | TGCTTATACGCTACCGGGC |
| JVO-3256 | CTGCCTAACATCTCGTTTCTCC |
| JVO-3257 | GCCACGGTTCTCACCG |
| JVO-3258 | CAGCACACTACACAGGGTCG |
| JVO-3259 | ACCTTGCTGGCGCTCTC |
| JVO-3260 | CATCTTGCGGTCTGGCA |
| JVO-3261 | CATCGCGTTGCCAACTT |
| JVO-3262 | AAGACCCTGGCGCGGTT |
| JVO-3263 | CTTAGCAGCCTTGTAGAAGAGC |
| JVO-3264 | AAACTTGACACCGTTCGGC |
| JVO-3265 | GTGCCTCCGAACGGAAG |
| JVO-3266 | GCGACAATCACGCCCAG |

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Table S7 — Oligodeoxynucleotides used for Northern detection. (0.05 MB DOC)

**Table S7: Oligodeoxynucleotides used for Northern detection**

| Name | Sequence | Target region |
| --- | --- | --- |
| JVO-2405 | CCTATGGGAGCGCGGTG | STnc250 |
| JVO-2406 | GTCAGAATACGACATTTTGGTACTC | STnc290 |
| JVO-2407 | TTATTTGGACTACCTGGATG | STnc340 |
| JVO-2408 | TATGAGGAGGACAATTACCG | STnc440 |
| JVO-2445 | TACCGGACAATAATCCCTAC | STnc130 |
| JVO-2446 | GATAACCTGAGACCCCCCTG | STnc150 |
| JVO-2448 | ATATAAACGCGCCAGTCCAT | STnc180 |
| JVO-2466 | TCTGGCGGAACCTGCC | STnc220 |
| JVO-2468 | CACACCTGTCGGGCGTT | STnc310 |
| JVO-2469 | CGCAGTCCCAGGTCAGC | STnc330 |
| JVO-2498 | CTTATGTGGGCGTTTTGTTT | STnc350 |
| JVO-2499 | AATGACACCAACCTTTTACG | STnc390 |
| JVO-2500 | CTAGAGGAGGCGCTAGAAAG | STnc400 |
| JVO-3140 | CGGGTGGGATGAAATCGTAA | STnc190 |
| JVO-3141 | TTAGTGTCTGGCGAAACGCT | STnc400 |
| JVO-3142 | GTTGCTGCGGTGTAATAAGACA | STnc180 |
| JVO-3143 | TACGTTTGAGCTCAGGGTCG | STnc180 |
| JVO-3144 | TCATGTTACCGGTAAAATACCACC | STnc200 |
| JVO-3249 | AGAGAGTCAGCGCCGGG | STnc600 |
| JVO-3250 | AATTAAAACCACCCGCCG | STnc620 |
| JVO-3251 | CAGGCTACCAACCACCTCC | STnc590 |
| JVO-3252 | TATGGAGCGCAACGCC | STnc580 |
| JVO-3253 | GCGGTCTGGTGTACCTTCC | STnc610 |
| JVO-3254 | CGGGTCATCTTTCAGGCTG | STnc540 |
| JVO-3255 | TGCTTATACGCTACCGGGC | STnc560 |
| JVO-3256 | CTGCCTAACATCTCGTTTCTCC | STnc570 |
| JVO-3257 | GCCACGGTTCTCACCG | STnc480 |
| JVO-3258 | CAGCACACTACACAGGGTCG | STnc630 |
| JVO-3259 | ACCTTGCTGGCGCTCTC | STnc470 |
| JVO-3260 | CATCTTGCGGTCTGGCA | STnc490 |
| JVO-3261 | CATCGCGTTGCCAACTT | STnc500 |
| JVO-3262 | AAGACCCTGGCGCGGTT | STnc520 |
| JVO-3263 | CTTAGCAGCCTTGTAGAAGAGC | STnc640 |
| JVO-3264 | AAACTTGACACCGTTCGGC | STnc510 |
| JVO-3265 | GTGCCTCCGAACGGAAG | STnc530 |
| JVO-3266 | GCGACAATCACGCCCAG | STnc550 |

# Supplementary material for: Deep Sequencing Analysis of Small Noncoding RNA and mRNA Targets of the Global Post-Transcriptional Regulator, Hfq
**Source:** PLoS Genet. 2008 Aug 22;4(8):e1000163. doi: 10.1371/journal.pgen.1000163
**Supplement:** Text S1 — Supplementary material and methods. (0.31 MB DOC)

**SUPPLEMENTARY MATERIAL**

**Deep sequencing analysis of small noncoding RNA and mRNA targets of the global post-transcriptional regulator, Hfq**

Alexandra Sittka, Sacha Lucchini, Kai Papenfort, Cynthia Sharma, Katarzyna Rolle,

Tim T. Binnewies, Jay C.D. Hinton and Jörg Vogel

**SUPPLEMENTARY MATERIALS AND METHODS**

*Analysis and visualization of pyrosequencing results*

After 5’end linker and polyA-tail clipping from the initial pyrosequencing results, all inserts ≥ 18 nt of the Hfq coIP and control coIP libraries were separately mapped to the *Salmonella* LT2 genome (NC_003197.fna) using WU-BLAST (http://blast.wustl.edu/). From the resulting blast positions one graph for each strand of the *Salmonella* chromosome was calculated, where the number of cDNA hits for each nucleotide position was plotted. To compare the graphs of the Hfq coIP and control coIP, the graphs were normalized to number of blastable reads. Following upload of the *Salmonella* genome sequence and annotation (NC_003197.fna and NC_003197.gff), the two graphs for each library were loaded into the Integrated Genome Browser (IGB) of Affymetrix (<http://www.affymetrix.com/support/developer/tools/download_igb.aff>, version [IGB-4.56](http://sourceforge.net/project/showfiles.php?group_id=129420&package_id=176795&release_id=487872)). Different panels show the annotations for the “+“ and “–“ strand (blue), the graphs for the “+” and “-“ strand of the Hfq coIP (red) and the control coIP (black), and the genome coordinates in the center. A specific genomic region can be selected for further analysis (*e.g.* SPI-1, Fig. 4).

SPI-1 represents an example of an entire genomic region highly enriched in the Hfq coIP library. In contrast, very few cDNA sequences mapping to SPI-1 are contained in the control coIP library. The flanking genes of *invR* (i.e. the border of SPI-1) nicely give an example of the specificity of the method (Fig. 4). While cDNAs mapping to the InvR sRNA gene represent the most abundant cluster in the Hfq coIP library, the genes in the closest proximity are barely represented in this library. In addition, the example of InvR underlines the reliability of the method to identify Hfq-dependent sRNAs.

The numbers of cDNA clones that overlap *Salmonella* sRNA genes or annotated ORFs are listed in Table S3 (sRNAs) and S4 (mRNAs). Comparing the numbers of cDNAs obtained for the Hfq coIP *vs.* control coIP, false positive sequences in the list of cDNAs of Hfq-bound RNAs were easily detected (see CsrB and CsrC, Table S3), based on the number of sequences received from the control coIP. In those cases the number of sequences was almost identical in the Hfq coIP and the control coIP libraries (note that the numbers are not normalized to the number of blastable reads.) While Table S3 and S4 only present absolute numbers of sequences, which map along an entire RNA transcript, it is necessary to analyze a gene of interest in detail. The ratio of hits per nucleotide of the Hfq coIP to hits from the control coIP provides a measure of enrichment, which can be visualized for every single nucleotide in a stepstair diagram. In the case of *ompD*, the number of cDNAs obtained in the Hfq coIP library (246) compared to those of control coIP library (76) lead to an overall enrichment factor of 3.3. Analysis of the single cDNA sequences over the entire transcript length reveals single “hot spots” in the transcript bound by Hfq, leading to enrichment factors up to 30 (for the region spanning the ATG start codon; Fig. 7A). However, the number of *ompA* cDNA sequences received in Hfq coIP (102) *vs.* control coIP (77) only lead to an overall enrichment factor of 1.3. At first glance, this would lead one to assume that *ompA* is not an Hfq-bound mRNA. However, closer inspection of the clone distribution along the entire mRNA, and of the enrichment of certain parts of the mRNA, reveals that the 5’ region (around ATG start codon) and a central region are highly enriched in the Hfq coIP (up to 12-fold; Fig. 7B)). Such detailed inspection offers the advantage of being able to analyze the 5’/3’ UTRs of mRNAs, which are not included in Table S4, but are known to be often bound by Hfq.

#### Quantitative RT-PCR

The wild-type strain SL1344 and JVS-0255 (*hfq*) were grown in liquid culture from single colonies to an OD600 of 2 or for 12 hours under SPI-1 inducing conditions, respectively. Experiments were carried out as described previously [1]. Briefly, RNA was isolated using the SV40 Total RNA Isolation kit (Promega) according to manufacturer’s instructions. Expression of *rpoE*, *degP,* and *rpoS* mRNA was quantitatively assessed by qRT-PCR in a 7900HT (Applied Biosystems), with the *rfaH* gene as reference. For each reaction (25µL final vol.) 1µl of RNA sample (100 ng/ reaction) were mixed with 0.25µl of primer pairs (0.5 µM final) and 12.5 µL of SYBR Green mix (Qiagen). For coupled cDNA synthesis and target gene amplification 0.25µl of Quantitect RT mix was added. Each sample was assayed in triplicate for each run. Control RNA from wild-type cells was used to construct a standard curve for all inspected genes. Reaction conditions were: 30 min 50°C, 15 min 95°C, and 45 cycles at 94°C for 20 sec, 60°C for 40 sec, and 72°C for 40 sec. Oligodeoxynucleotides used in this experiment (JVO-1234/1235 (*degP*), JVO-1117/1118 (*rfaH*), JVO-1236/1237 (*rpoE*), JVO-1342/1343 (*rpoS*)) are listed in Table S6.

*Western blot*

Cultures were inoculated into fresh medium 1/100 from o/n cultures. Incubation was carried out under standard conditions to early stationary phase (OD600 of 2) or for 12 hours under SPI-1 inducing condition, respectively. Whole cell proteins were resolved by 12 % SDS PAGE and transferred to a PVDF membrane. Sigma proteins were detected using monoclonal antibodies against RpoE or RpoS, respectively (Neoclone).

*Northern analysis*

Cultures were inoculated into fresh medium 1/100 from o/n cultures. Incubation was carried out under standard conditions to logarithmic phase. RNA was extracted using TRIzol Reagent. For detailed protocol see [2].

**References**

1. Papenfort K, Pfeiffer V, Mika F, Lucchini S, Hinton JC, et al. (2006) sigma(E)-dependent small RNAs of Salmonella respond to membrane stress by accelerating global omp mRNA decay. Mol Microbiol 62: 1674-1688.

2. Vogel J, Argaman L, Wagner EG, Altuvia S (2004) The small RNA IstR inhibits synthesis of an SOS-induced toxic peptide. Curr Biol 14: 2271-2276.

3. Chaudhuri RR, Khan AM, Pallen MJ (2004) coliBASE: an online database for Escherichia coli, Shigella and Salmonella comparative genomics. Nucleic Acids Res 32: D296-299.

4. Goto S, Bono H, Ogata H, Fujibuchi W, Nishioka T, et al. (1997) Organizing and computing metabolic pathway data in terms of binary relations. Pac Symp Biocomput: 175-186.

5. Sittka A, Pfeiffer V, Tedin K, Vogel J (2007) The RNA chaperone Hfq is essential for the virulence of Salmonella typhimurium. Mol Microbiol 63: 193-217.

6. Garcia-Vallve S, Guzman E, Montero MA, Romeu A (2003) HGT-DB: a database of putative horizontally transferred genes in prokaryotic complete genomes. Nucleic Acids Res 31: 187-189.

7. Papenfort K, Pfeiffer V, Lucchini S, Sonawane A, Hinton JC, et al. (2008) Systematic deletion of Salmonella small RNA genes identifies CyaR, a conserved CRP-dependent riboregulator of OmpX synthesis. Mol Microbiol in press.

8. Hershberg R, Altuvia S, Margalit H (2003) A survey of small RNA-encoding genes in Escherichia coli. Nucleic Acids Res 31: 1813-1820.

9. Padalon-Brauch G, Hershberg R, Elgrably-Weiss M, Baruch K, Rosenshine I, et al. (2008) Small RNAs encoded within genetic islands of Salmonella typhimurium show host-induced expression and role in virulence. Nucleic Acids Res.

10. Sharma CM, Darfeuille F, Plantinga TH, Vogel J (2007) A small RNA regulates multiple ABC transporter mRNAs by targeting C/A-rich elements inside and upstream of ribosome-binding sites. Genes Dev 21: 2804-2817.

11. Pfeiffer V, Sittka A, Tomer R, Tedin K, Brinkmann V, et al. (2007) A small non-coding RNA of the invasion gene island (SPI-1) represses outer membrane protein synthesis from the Salmonella core genome. Mol Microbiol 66: 1174-1191.

12. Figueroa-Bossi N, Lemire S, Maloriol D, Balbontin R, Casadesus J, et al. (2006) Loss of Hfq activates the sigma-dependent envelope stress response in Salmonella enterica. Mol Microbiol 62: 838-852.

13. Fortune DR, Suyemoto M, Altier C (2006) Identification of CsrC and characterization of its role in epithelial cell invasion in Salmonella enterica serovar Typhimurium. Infect Immun 74: 331-339.

14. Viegas SC, Pfeiffer V, Sittka A, Silva IJ, Vogel J, et al. (2007) Characterization of the role of ribonucleases in Salmonella small RNA decay. Nucleic Acids Res 35: 7651-7664.

15. Altier C, Suyemoto M, Ruiz AI, Burnham KD, Maurer R (2000) Characterization of two novel regulatory genes affecting Salmonella invasion gene expression. Mol Microbiol 35: 635-646.

16. Wassarman KM, Repoila F, Rosenow C, Storz G, Gottesman S (2001) Identification of novel small RNAs using comparative genomics and microarrays. Genes Dev 15: 1637-1651.

How the deposited data were processed for this re-analysis (not part of the article)

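The coIP-on-Chip experiment was analysed from 4 two-colour arrays, with 2 independent coIPs from the hfqFLAG strain and 2 from the untagged strain, all at an OD600 of 2. Each array carries the coIP RNA in one channel and genomic DNA in the other. The authors deposited, for every spot, an intensity of each channel that the spot software gives after modelling the local background. They deposited the log2 ratio of RNA to DNA calculated from these intensities, without centring or scaling between arrays. A fraction was also deposited for each channel, the probability that a spot holds signal. Groups and replicate numbers were taken from the sample labels and the paper's methods.

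In R 4.3.3, the log2 ratios of each array were centred on their median over the oligonucleotides tested. The 636 control oligonucleotides and 117 oligonucleotides with the lowest quality grade on any array were left out. The remaining 21822 were fitted with limma 3.58.1 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment, threshold 0.01), without a block for the replicate number, and with the block as an alternative. SAM was written anew, as a d statistic with a fudge factor of 0.817, all 6 label permutations and the median number of false calls, which gave an estimated FDR of 0.977% at a delta of 0.58. It may differ in detail from the SAM software of the paper. The named oligonucleotides are the 2 with the largest increase and the 2 with the largest decrease among those past the threshold with the same direction in both pairs, a rule set before the data were examined. Table joins and tests on the supplementary tables used Python 3.11.15 and scipy 1.17.1.

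The fits were tested on simulated arrays with the means of the real ones and independent normal noise. Except in a first version, the variances were drawn from the distribution that limma fitted to the real arrays. Limma was thus tested under its own model. The correlation of same-numbered arrays was not simulated, nor were differences between arrays in the curve of log ratio against intensity. Where 200 oligonucleotides changed by a log2 value of 2, limma recovered 0% at an FDR of 0.01 and 39.5% at 0.05, and SAM 2%. In a first version of this simulation, in which the single variance estimates were taken as the true ones, limma recovered 0% at both thresholds and SAM 1%. Where 200 changed by 4, limma recovered 97% with 2 false calls. Where 4000 changed by 2, limma recovered 73.8% with 24 false calls and SAM 66.6% with 15. With no change simulated, limma made 0 calls and SAM 1. In these simulations the power at the threshold therefore depended on how many oligonucleotides changed. A few isolated changes by a log2 value of 2 were nearly all missed at an FDR of 0.01. The real arrays may behave otherwise.

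The planned results for genes were not computed from the arrays, because the association of oligonucleotides with genes was not used here. Instead, oligonucleotides were summarised by the genomic segments that name them, which was chosen after the data were examined. Overlaps of gene lists were calculated from the paper's Tables S1, S4 and S5 with the 4425 ORFs of the paper as the background. The pyrosequencing libraries and the transcriptomic arrays were not analysed here. Alternatives covered the normalization, the filters on dim and low-grade spots, the test, the threshold and leaving out each array in turn. Apart from a subtraction of the RNA signal of the control oligonucleotides, other background corrections were not run. The intensities are already corrected and no separate background was used.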

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

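The tests of the plasmid signal were chosen after the counts of enriched plasmid oligonucleotides had been seen, but before the values of the tests. The paper's text discusses the coIP-on-Chip for the chromosome and not for plasmids, apart from a mark at a pSLT gene in Table S1. Of the 433 oligonucleotides of the Col plasmid tested, 14 were enriched in the Hfq coIP (3.23%). Of the 481 of pSLT, 5 were enriched (1.04%), compared with 3.94% on the chromosome. Of the 44 of pRSF, 0 were enriched. The Col plasmid had 2 depleted oligonucleotides and pSLT had 8, more than its enriched ones. The median log2 enrichment was -0.09 for the Col plasmid, -0.66 for pSLT and -0.20 for the chromosome. The signal of the enriched plasmid oligonucleotides, above the control coIP, lies in data on which the text of the paper does not report. All 5 enriched oligonucleotides of pSLT lie in its segment from 60001 to 65000. Over these 19 oligonucleotides, the mean log2 enrichment was 2.54 and all 19 were higher in both replicate pairs, as was every enriched oligonucleotide.

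A technical source in the genomic DNA channel was tested first, and 13.8% of the mean log2 enrichment came from it, so that most of it came from the RNA channel. Background signal was tested next. All 19 had RNA amplitudes above the 95th percentile of the control oligonucleotides on both Hfq arrays, but so had all 840 enriched oligonucleotides, which are selected for high RNA signal, so this test does not decide. With SAM, 40 plasmid oligonucleotides were enriched, and with loess 0 were. Association of plasmid transcripts with Hfq remains a hypothesis that cannot be told apart from background by this test.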

How the results depend on the processing

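Alternatives were set before the data were examined, except where stated. The number of enriched oligonucleotides was 840 and that of depleted ones 317, and both moved by more than 1.5 times under most alternatives, as did the 11 segments with at least 10 enriched oligonucleotides. The 1475 oligonucleotides at least 3-fold higher moved that far under 4 of the normalizations and filters. These last counts, of segments and of 3-fold higher oligonucleotides, were defined after the data were examined.

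With loess within each array, 0 oligonucleotides were enriched, 0 were depleted and 0 segments remained, with 905 higher and 293 lower at an unadjusted p below 0.05, and 368 at least 3-fold higher. With the RNA channel alone, 0 were enriched, 0 depleted and 0 segments remained, with 2869 higher and 5471 lower at an unadjusted p below 0.05, and 962 at least 3-fold higher. At an FDR of 0.05 the RNA channel alone gave 1537 enriched and 2784 depleted, against 35 and 0 with loess. Without centring, 729 were enriched and 0 depleted (2 lower at an unadjusted p below 0.05), in 7 segments, and 11498 were at least 3-fold higher. With quantile normalization, 436 were enriched and 207 depleted, in 3 segments. Restricted to genomic DNA signals above the 25th percentile, which left 11641 oligonucleotides in the test, 295 were enriched and 118 depleted, with 0 segments and 470 at least 3-fold higher. With the replicate block, 2665 were enriched and 3786 depleted, in 80 segments. With an intensity trend and robust eBayes, 1296 were enriched and 839 depleted, in 17 segments. SAM gave 1640 enriched and 51 depleted, in 28 segments. An FDR of 0.05 gave 2448 and 3317, in 75 segments, with a 3-fold limit added 1445 and 1436, in 24 segments, and a 3-fold limit without a test 1475 and 1503, in 25 segments. The cause of these changes was not tested. Admitting oligonucleotides above the lowest quality grade on at least 1 array of each group left all 4 counts within 1.5 times.

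Further settings were chosen after the data were examined. Requiring RNA detected on both Hfq arrays left 18297 oligonucleotides in the test and gave 558 enriched and 215 depleted, in 6 segments. Subtracting the RNA signal of the control oligonucleotides gave 362 enriched and 1867 depleted, in 2 segments. SAM with a 3-fold limit gave 1297 and 51, in 19 segments. The cause was not tested here either.

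Across the 4 calculations that each left out one array, between 1373 and 1767 oligonucleotides were at least 3-fold higher. The sign of none of the named oligonucleotides changed in the alternatives run for them, but 10 of their values lost significance and 26 did not. None of these oligonucleotides had a genomic DNA signal above the 25th percentile on every array. The test restricted to such signals therefore did not cover them. Under loess, the decreases of oligonucleotides 8981 and 2875 all but disappeared, with log2 values of -0.10 and -0.41 (standard errors 0.32 and 0.30, limma adjusted p = 0.998 and 0.979), and the increases of 20582 and 19308 were 5.69 and 2.22 (limma adjusted p = 0.117 and 0.182). With the RNA channel alone the adjusted p of all 4 lay between 0.0149 and 0.0177. Without centring the 2 that fell lost significance. The 4 segment means named stayed above 0 in the alternatives run for them, and moved by more than the spread between replicates in 16 values and by less in 16 others. Values with an array left out are not counted here, as leaving out 1 of 2 arrays cannot move a mean by more than this spread. Under loess, the means of the segments from 2160001 and 3930001 fell to 0.46 and 0.41. Those from 3030001 and 3040001 were 1.22 and 1.77, so that the order of the segments changed. With the RNA channel alone, the means were 1.81 and 1.85 for the first 2 segments and 0.68 and 0.78 for the others. Restricted to genomic DNA signals above the 25th percentile, they were 1.75 and 2.16 for the first 2 and 0.46 and 1.36 for the others.

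The overlap of Tables S5 and S4 was 45.3%, and 43.1% with the cDNA enrichment limit. Among genes above 5-fold it was 67.9% and 66.7%. The Spearman rho of 0.21 was 0.25 for genes with at least 30 cDNAs. Normexp background correction and the use of uncorrected foreground intensities were not run, since the intensities are already corrected. Alternatives for gene values were not run either, as oligonucleotides were not assigned to genes. With 2 arrays per group, the smallest log2 enrichment called by limma without the block was 1.75. This is a property of that fit, as the replicate block and SAM called more oligonucleotides on the same arrays.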

Other observations

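Of the tests below, those of the control oligonucleotides after centring, of the splits of the arrays and of the overlap with Table S1 were chosen only after the result was seen. The other tests were chosen before their own values were seen, but after the counts of enriched and depleted oligonucleotides and segments were known.

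Oligonucleotides lower in the Hfq coIP may in part reflect centring. After centring, the control oligonucleotides had a median log2 difference of -1.65 between Hfq and control arrays, more than a 3-fold decrease. Centring lowers every difference by 1.87 (the offset between the medians of the groups), and 301 of the 317 depleted oligonucleotides also had a lower ratio before it. As the depleted oligonucleotides were selected for large decreases, this count does not decide. Without centring 0 oligonucleotides were called lower (2 at an unadjusted p below 0.05), but the median standard error then rose from 0.38 to 1.09, so this loss does not show that centring created the calls. Among the 317 depleted oligonucleotides, 34.4% had no RNA detected on either Hfq array, compared with 9.06% of the others, but as depleted oligonucleotides are selected for low ratios on these arrays, this share does not decide. When only oligonucleotides with RNA detected on both Hfq arrays were tested, a setting chosen after the data were examined, 215 were depleted. The named oligonucleotides 8981 and 2875 had RNA amplitudes of 3466 and 2413 and of 4216 and 3753 on the control arrays, and of 1796 and 886 and of 2796 and 1865 on the Hfq arrays, where the 95th percentiles of the control oligonucleotides were 149.7 and 117. Their RNA signal was thus above the background on all arrays. As both were selected for the largest centred decreases, a decrease left before centring does not decide whether centring contributed. Without centring the values were -1.89 and -1.58 (standard error 1.09 for both, limma adjusted p = 0.203 and 0.279). Under loess the decreases all but disappeared. For the depleted oligonucleotides as a group, centring and low RNA signal remain open as explanations of part of the calls.

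For the enriched oligonucleotides, curvature between log ratio and intensity could contribute. The log2 enrichments with and without loess had a Spearman rho of 0.21 across oligonucleotides. However, intensity explained 66.1% to 79.0% of the variance of the log ratios within the arrays, a share that technical curvature and differences in RNA abundance could both produce. These were not separated, and the low rho leaves this explanation open. RNA near background in the control coIP also remains open. Of the enriched oligonucleotides, 12.9% had no RNA detected on either control array. When the RNA signal of the control oligonucleotides was subtracted, 362 were enriched, among them 282 of the 840. The oligonucleotides at least 3-fold higher then numbered 1862, against 1475 without the subtraction. The means of the segments from 2160001 and 3930001 rose to 2.25 and 2.42, and those from 3030001 and 3040001 fell to 0.98 and 1.16. The loss of calls therefore does not show that the differences shrank in general. Of the 3 splits of the 4 arrays, 1, the real one, gave as many calls, and both others gave 0. One of the others also parts both same-numbered pairs and the other keeps them together. Both mix Hfq and control arrays, so the difference between the groups, whatever its source, adds to the spread in these fits. Few or no calls were therefore to be expected from them, and their zeros do not decide. With 3 splits the share cannot fall below 0.333.

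The 11 segments with at least 10 enriched oligonucleotides were spread over the 25 blocks of the slide as all oligonucleotides were (chi-square test with simulated p = 0.483). The genomic DNA channel gave 33.8% of their summed mean log2 enrichment, but over 50% in 4 of them, starting at 2430001, 3040001, 3060001 and 4500001. A different genomic DNA signal on the Hfq and control arrays is therefore a candidate explanation for part of the enrichment of these segments. As the DNA serves as the reference, a difference in it would not come from RNA bound by Hfq.

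Table S5 and the genes deregulated in the hfq mutant (Table S1) share 102 genes, where the sizes of the lists give 60.4 (Fisher's exact test, two-sided, odds ratio 2.11, p = 1.01e-08). Of the genes higher in the mutant, 17.2% (48 of 279) are in Table S5, and of those lower, 11.9% (54 of 455), a small difference (Fisher's exact test, odds ratio 1.54, p = 0.0479, not adjusted for the other comparisons made). Highly expressed genes may be detected more easily by both kinds of array, which was not tested, so the overlap does not separate binding from abundance.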
